# Dysfunction of the CNS-Heart Axis in Mouse Models of Huntington's Disease

**DOI:** 10.1371/journal.pgen.1004550

**Published:** 2014-08-07

**Authors:** Michal Mielcarek, Linda Inuabasi, Marie K. Bondulich, Thomas Muller, Georgina F. Osborne, Sophie A. Franklin, Donna L. Smith, Andreas Neueder, Jim Rosinski, Ivan Rattray, Andrea Protti, Gillian P. Bates

## Abstract

Cardiac remodelling and contractile dysfunction occur during both acute and chronic disease processes including the accumulation of insoluble aggregates of misfolded amyloid proteins that are typical features of Alzheimer's, Parkinson's and Huntington's disease (HD). While HD has been described mainly as a neurological disease, multiple epidemiological studies have shown that HD patients exhibit a high incidence of cardiovascular events leading to heart failure, and that this is the second highest cause of death. Given that huntingtin is ubiquitously expressed, cardiomyocytes may be at risk of an HD-related dysfunction. In mice, the forced expression of an expanded polyQ repeat under the control of a cardiac specific promoter led to severe heart failure followed by reduced lifespan. However the mechanism leading to cardiac dysfunction in the clinical and pre-clinical HD settings remains unknown. To unravel this mechanism, we employed the R6/2 transgenic and *Hdh*Q150 knock-in mouse models of HD. We found that pre-symptomatic animals developed connexin-43 relocation and a significant deregulation of hypertrophic markers and *Bdnf* transcripts. In the symptomatic animals, pronounced functional changes were visualised by cardiac MRI revealing a contractile dysfunction, which might be a part of dilatated cardiomyopathy (DCM). This was accompanied by the re-expression of foetal genes, apoptotic cardiomyocyte loss and a moderate degree of interstitial fibrosis. To our surprise, we could identify neither mutant HTT aggregates in cardiac tissue nor a HD-specific transcriptional dysregulation, even at the end stage of disease. We postulate that the HD-related cardiomyopathy is caused by altered central autonomic pathways although the pathogenic effects of mutant HTT acting intrinsically in the heart may also be a contributing factor.

## Author Summary

Huntington's disease (HD) is a neurodegenerative disorder for which the mutation results in an extra-long tract of glutamines that causes the huntingtin protein to aggregate. It is characterized by neurological symptoms and brain pathology that is associated with nuclear and cytoplasmic aggregates and with transcriptional dysregulation. Despite the fact that HD has been recognized principally as a neurological disease, there are multiple epidemiological studies showing that HD patients exhibit a high rate of cardiovascular events leading to heart failure. To unravel the cause of cardiac dysfunction in HD models, we employed a wide range of molecular and physiological methods using two well established genetic mouse models of this disease. We found that pre-symptomatic animals developed aberrant gap junction channel expression and a significant deregulation of hypertrophic markers that may predispose them to arrhythmia and an overall change in cardiac function. These changes were accompanied by the re-expression of foetal genes, apoptotic cardiomyocyte loss and a moderate degree of interstitial fibrosis in the symptomatic animals. Surprisingly, we could identify neither mutant HTT aggregates in cardiac tissue nor a HD-specific transcriptional dysregulation. Therefore, we conclude that the HD-related cardiomyopathy could be driven by altered central autonomic pathways.

## Introduction

Huntington's disease (HD) is an inherited neurodegenerative disorder caused by the expansion of a polyglutamine (polyQ) stretch within the huntingtin protein (HTT). It is characterized by neurological symptoms and brain pathology, particularly neurodegeneration in the basal ganglia and cerebral cortex [1]. In mammals, HTT is expressed in many tissues and organs [2], [3]. Its subcellular localization is very dynamic and it has been found to colocalize with organelles such as the nucleus, endoplasmic reticulum, Golgi apparatus and endosomes [4]. HTT is predicted to form an elongated superhelical solenoid structure due to a large number of HEAT motifs suggesting that it plays a scaffolding role for protein complex formation [5]. More than 200 HTT interaction partners have been identified; these can be classified based on their function and include proteins that are involved in gene transcription, intracellular signalling, trafficking, endocytosis, and metabolism [6]. The process of mutant HTT self-aggregation is an early event in HD progression which may lead to the pathological features of HD. Insoluble polyQ aggregates, a hallmark of HD pathology, are detectable at the presymptomatic stage in HD *post mortem* brain [7] and can be found in both the brain as well as in many non-central nervous system tissues in HD mouse models [8], [9]. There is growing evidence to indicate that peripheral pathologies such as weight loss and skeletal muscle atrophy may not be a consequence of neurological dysfunction or neurodegeneration and might make a significant contribution to the disease presentation and progression [10]. Therefore it is important to identify the peripheral abnormalities that may contribute to disease progression and might present targets for new treatment strategies.

To date, our knowledge of heart pathology in HD is very limited. However, multiple epidemiological studies have shown that heart disease is the second cause of death in patients with HD and the following frequencies have been reported: 12.2% [11], 19% [12] and 24.4% [13]. Moreover, clinical studies have revealed that HD patients have enhanced cardiovagal activity [14], reduced cortical and subcortical blood flow [15] and a reduced heart rate [16]. A further study showed a significant decrease in the parasympathetic heart rate variability values during ‘head-up tilt’ indicating a decreased vagal modulation of heart rate in HD patients. These findings might suggest an over-stimulation of sympathetic activity and might be linked to an increased risk for syncopes and an increased overall cardiovascular risk [17].

The accumulation of intracellular pre-amyloid oligomers and higher assemblies has been observed in a number of human heart failure samples of various etiologies [18]. In a model of desmin-related cardiomyopathy produced by the cardiomyocyte-specific transgene expression of mutant αB-crystallin (CryAB^R120G^), aggregates were observed within cardiomyocytes leading to altered cardiomyocyte functions, perturbations in mitochondrial-sarcomere architecture, and deficits in mitochondrial function, which resulted in apoptosis and heart failure [19]. Moreover, a pro-amyloid potency of atrial natriuretic peptide (ANP) is often linked to isolated atrial amyloidosis and is presumed to be associated with congestive heart failure [20]. Recently, an artificial transgenic mouse model expressing either a mutant polyQ peptide of 83 glutamines (PQ83) or a control peptide of 19 glutamines (PQ19) under the control of the α-myosin heavy chain promoter (MyHC) to drive cardiomyocyte-specific expression has been reported [21]. PQ83 hearts developed cardiac dysfunction and dilation with a concomitant increase in the formation of insoluble aggregates in cardiomyocytes, and the mice invariably died before reaching eight months of age. The PQ83-induced heart failure was due to cardiomyocyte loss and, although apoptotic indices were unchanged in the PQ83 hearts, ultrastructural analysis revealed increased autophagic and lysosomal content indicative of increased autophagy. PQ83 hearts also showed evidence of necrotic death including inflammatory cell content and sarcolemmal permeability [21]. In this study, we have investigated the molecular and pathological features of the cardiac dysfunction that develops with disease progression in mouse models of HD and found that this occurs in the absence of mutant HTT deposits in the heart.

## Results

To test the hypothesis that mutant HTT leads to heart failure through compensatory remodelling as a consequence of cellular dysfunction, we used two well-established HD mouse models. R6/2 mice are transgenic for a mutated N-terminal exon 1 HTT fragment [22], while the *Hdh*Q150 mice have an expanded CAG repeat knocked-in to the mouse huntingtin gene (*Htt*) [23], [24], which is partially mis-spliced with the result that these mice express mutant versions of both an exon 1 HTT and a full length HTT protein [25]. For R6/2 mice, we studied cardiac function at all stages of disease: presymptomatic (4 weeks), symptomatic (8 weeks and 12 weeks) and end-stage (15 weeks). *Hdh*Q150 homozygotes were compared to wild type (WT) at 8 months of age (presymptomatic) and 22 months (end-stage disease).

We began by quantifying the change in heart weight with disease progression (Fig. S1A). Given that both mouse models exhibit a decrease in body weight with disease progression, we opted to normalise heart weight to tibia length, a parameter that remains relatively constant between WT and HD mice during the course of disease (Fig. S1B). There was a significant increase in the heart weight to tibia index at 4 weeks of age in R6/2 mice (Fig. 1A) which reverted to a reduction by 15 weeks (Fig. 1A). In contrast the *Hdh*Q150 knock-in model showed an elevation of heart weight to tibia index at both 8 and 22 months of age (Fig. 1A). It has previously been reported that symptomatic R6/2 mice have abnormal cardiac function as measured by MRI at 12 weeks of age [26]. Therefore, we employed cardiac MRI to evaluate and compare the morphology and function of hearts from 22 month old *Hdh*Q150 mice. We found that the stroke volume (SV) and left ventricular end-diastolic volume (LVEDV) were significantly decreased, whereas the left ventricular end-systolic volume (LVESV) showed a decremental trend which was not statistically significant. (Fig. 1B and C). Consequently, cardiac output (CO) was also reduced, while ejection fraction (EF), due to its mathematical dependency on LVEDV and SV, remained unchanged (Fig. 1B and C).

**Figure 1:**
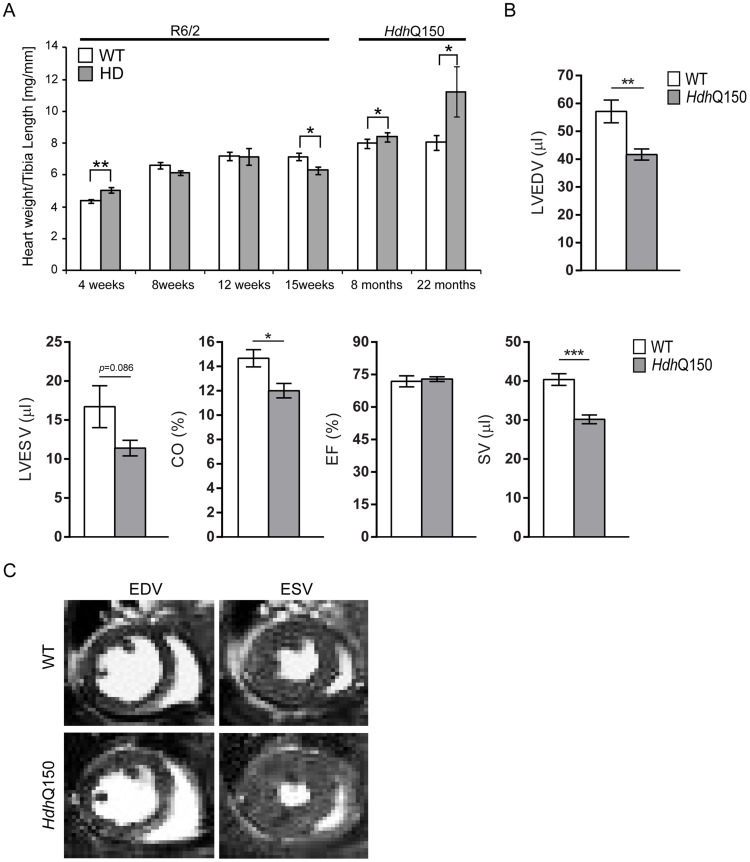
Morphometric and MRI analysis of HD mouse model hearts. (A) Heart weight to tibia length index (B) Comparison of the left ventricle end-diastolic volume (LVEDV), left ventricle end-systolic volume (LVESV), ejection fraction (EF) cardiac output (CO) and stroke volume (SV) between WT and *Hdh*Q150 mice at 22 months of age. There are significant differences in the LVEDV, LVESV, SV and CO. (C) End diastolic and systolic frames of a short axis myocardium slice for WT and *Hdh*Q150 mice. All values are mean ± SEM (*n* = 4/gender/genotype/age). Student's *t* test: *p<0.05, **p<0.01, ***p<0.001.

Next, to determine whether HD mice develop functional contractile abnormalities, we examined electrocardiogram (ECG) recordings in conscious mice between the HD mouse models and their respective WT littermates. We performed a longitudinal study in the R6/2 mouse model from 6 weeks of age (presymptomatic) to 12 weeks (symptomatic), whereas ECG parameters were only measured at 22 months of age for the *Hdh*Q150 mouse model. Heart rate was found to be significantly reduced at 10 weeks of age in R6/2 mice and at end stage disease in *Hdh*Q150 mice (Fig. 2A) which might suggest that symptomatic HD mice develop a moderate type of bradyarrhythmia that could progress to a cardiac arrest. The most common cause of bradyarrhythmia is heart block, detected through the elongation of the PR interval duration. However, surprisingly, the PR intervals were not significantly elongated in either HD model (Fig. 2B), although we did notice significantly elongated RR intervals (Fig. 2C). Also, we did not detect a progressive heart block manifesting in skipped beats with vanishing RR intervals. However, we did detect a significant elongation of PQ intervals in the *Hdh*Q150 while only trend towards elongation in R6/2 mice was found (Fig. 2D). Finally, we did not find any significant elongation of the time of ventricular depolarisation based on increased QRS intervals in either HD model (Fig. 2E). In contrast, the QT (Fig. 2F), ST (Fig. 2G) and QTS (Fig. 2H) intervals were already significantly elongated in the R6/2 mice by 10 weeks of age as well as in the end stage *Hdh*Q150 mice, which might be indicative of a long QT syndrome. In addition, the heart rate variability (HRV) was significantly higher in the symptomatic R6/2 mice at 11 and 12 weeks of age and in the *Hdh*Q150 mice at end-stage (Fig. 2I).

**Figure 2:**
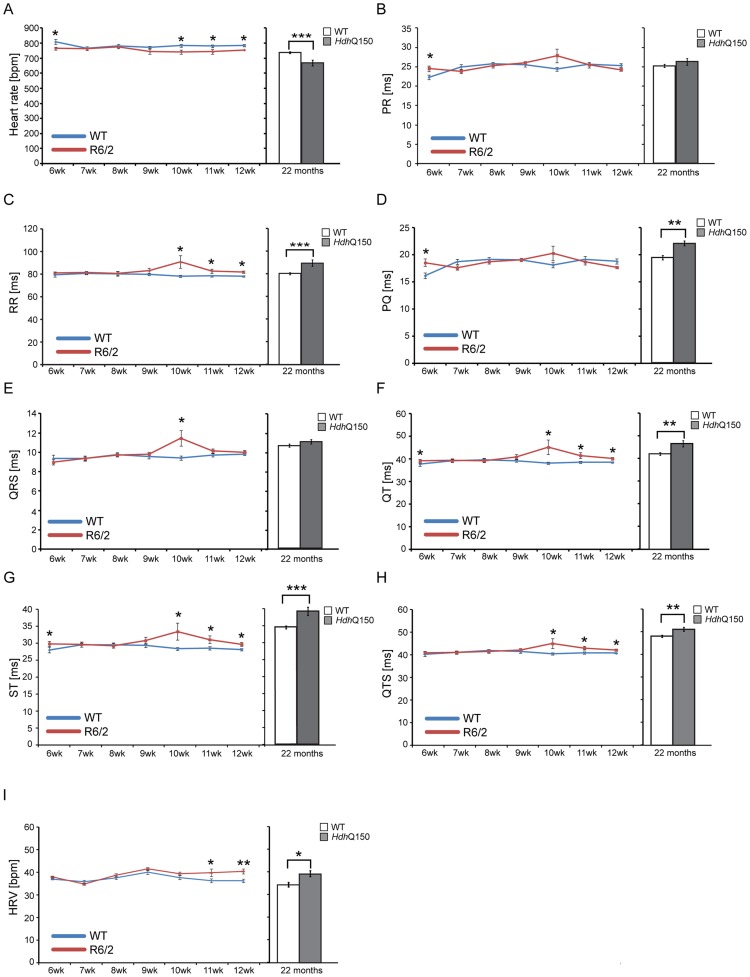
Resting ECG measurements for R6/2 and *Hdh*Q150 mice. ECGs recorded for R6/2 or *Hdh*Q150 mice and their respective WT littermates revealed a significant physiological difference in the symptomatic animals. (A) Heart rate, (B) PR interval, (C) RR interval, (D) PQ interval, (E) QRS interval (F) QT interval, (G) ST interval (H) QTS interval and (I) HRV. All values are expressed as mean±SEM (n≥6 mice per data point). All mice were conscious and unrestrained. One-way ANOVA with Bonferroni *post-hoc* test: *p<0.05, **p<0.01, ***p<0.001.

Pathological changes in the heart are often associated with the reactivation of a foetal gene programme and therefore, we assessed the expression levels of genes known to be changed as a consequence of hypertrophy or dilatated cardiomyopathy (DCM). Given that global transcriptional dysregulation is a pathogenic characteristic of HD, we first performed a systematic study to identify suitable reference genes for use in the expression analysis of hearts from HD mouse models. We used the geNorm Housekeeping Gene Selection Mouse Kit and associated software to identify the three most stably expressed genes in the hearts of symptomatic mice (Fig. S2). Our relative quantification methods then used the geometric mean of these three reference genes for normalization, to accurately determine gene expression levels in WT, R6/2 and *Hdh*Q150 mouse heart tissue. We found *Anp* (atrial natriuretic peptide) and *Bnp* (brain natriuretic peptide) to be up-regulated in symptomatic animals for both lines (Figs. 3A and B), but their expression level was unchanged at presymptomatic and early symptomatic stages. Two members of the four and half only LIM family, namely *Fhl1* and *Fhl2*, are also typically reactivated foetally-expressed genes. Both transcripts showed a significant up-regulation in R6/2 and *Hdh*Q150 murine hearts (Figs. 3C and D).

**Figure 3:**
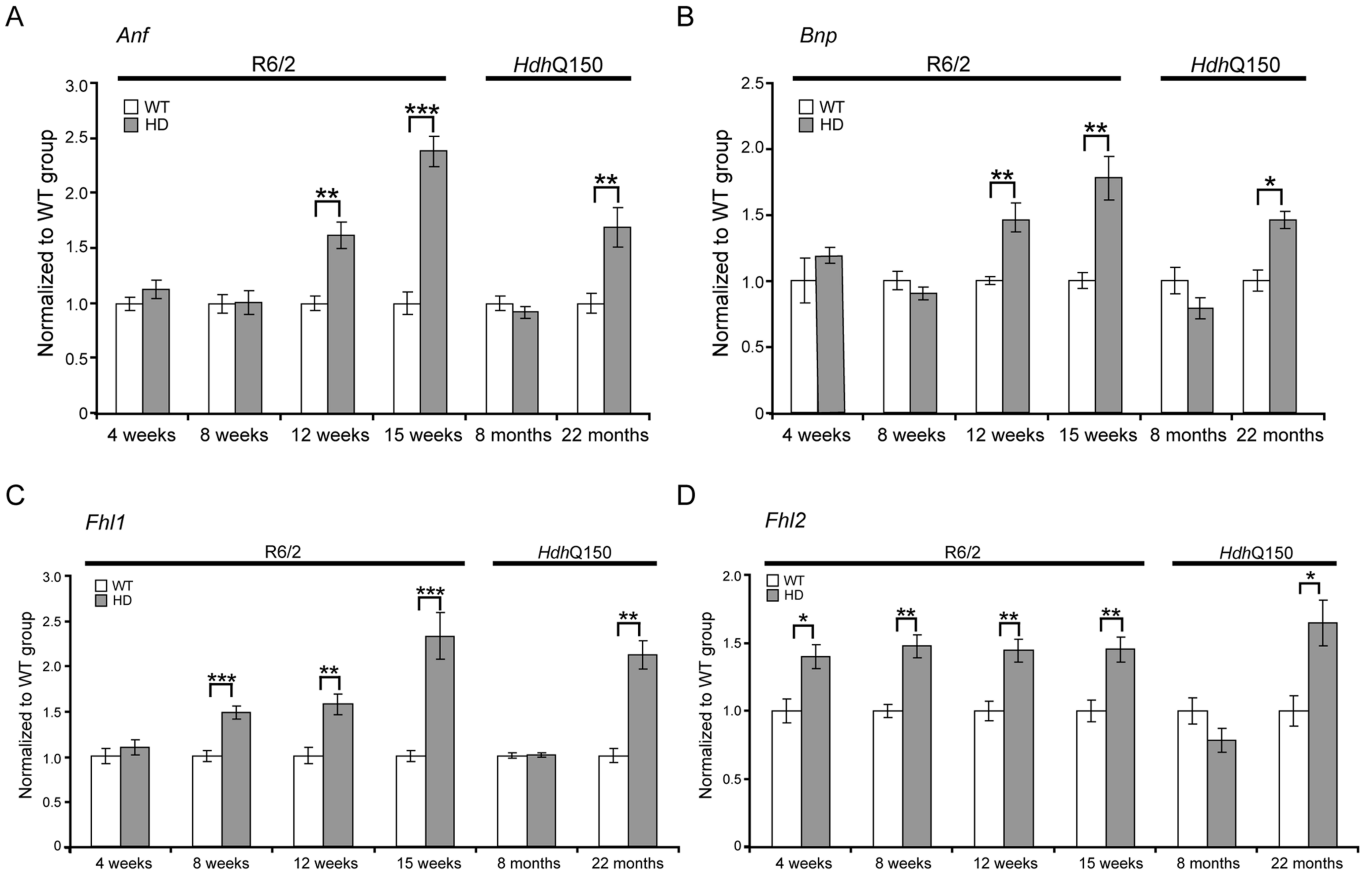
Activation of foetal gene markers in the hearts of R6/2 and *Hdh*Q150 mice. (A) *Anp* (atrial natriuretic peptide), (B) *Bnp* (brain natriuretic protein) and (C, D) members of the four and half LIM family *Fhl1* and *Fhl2 were* elevated in the heart of R6/2 and *Hdh*Q150 mice. All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes: *Actb*, *Cyc1* and *Gapdh*. Error bars are SEM (n = 6). Student's *t*-test: *p<0.05, **p<0.01; ***p<0.001.

To further examine the degree of heart pathology, we determined the expression levels of additional genes that are typically altered in diseased hearts. The multifunctional Ca2+-binding protein *S100A4* (also known as *Mts1* and *Fsp1*) is involved in fibrosis and tissue remodelling in several diseases including cancer, kidney fibrosis, central nervous system injury, and pulmonary vascular disease and has been shown to be increased in hypertrophic rat hearts [27]. We found that *S100A4* transcripts were significantly up-regulated in early-symptomatic R6/2 and presymptomatic *Hdh*Q150 hearts (Fig. 4A). *Vgl-4* (vestigial related factor 4) is a vital co-activator of the TEF (transcription enhancer family) and a marker of cardiac hypertrophy [28] and was already significantly up-regulated by 4 weeks of age in R6/2 mice and as early as 8 months in *Hdh*Q150 (Fig. 4B). Moreover, we also observed a significant reduction in the myosin heavy chain isoforms, *Myh6* and *Myh7* (Figs. 4C and D) in both mouse models, changes that are also indicative of foetal reprogramming. *Bdnf* (brain derived neutrophic factor) is down-regulated in the brain of HD mouse models [29], [30] and we found that its transcripts were also significantly down-regulated as early as 4 weeks of age in the hearts of R6/2 mice and at end-stage disease in *Hdh*Q150 mice (Fig. 4E).

**Figure 4:**
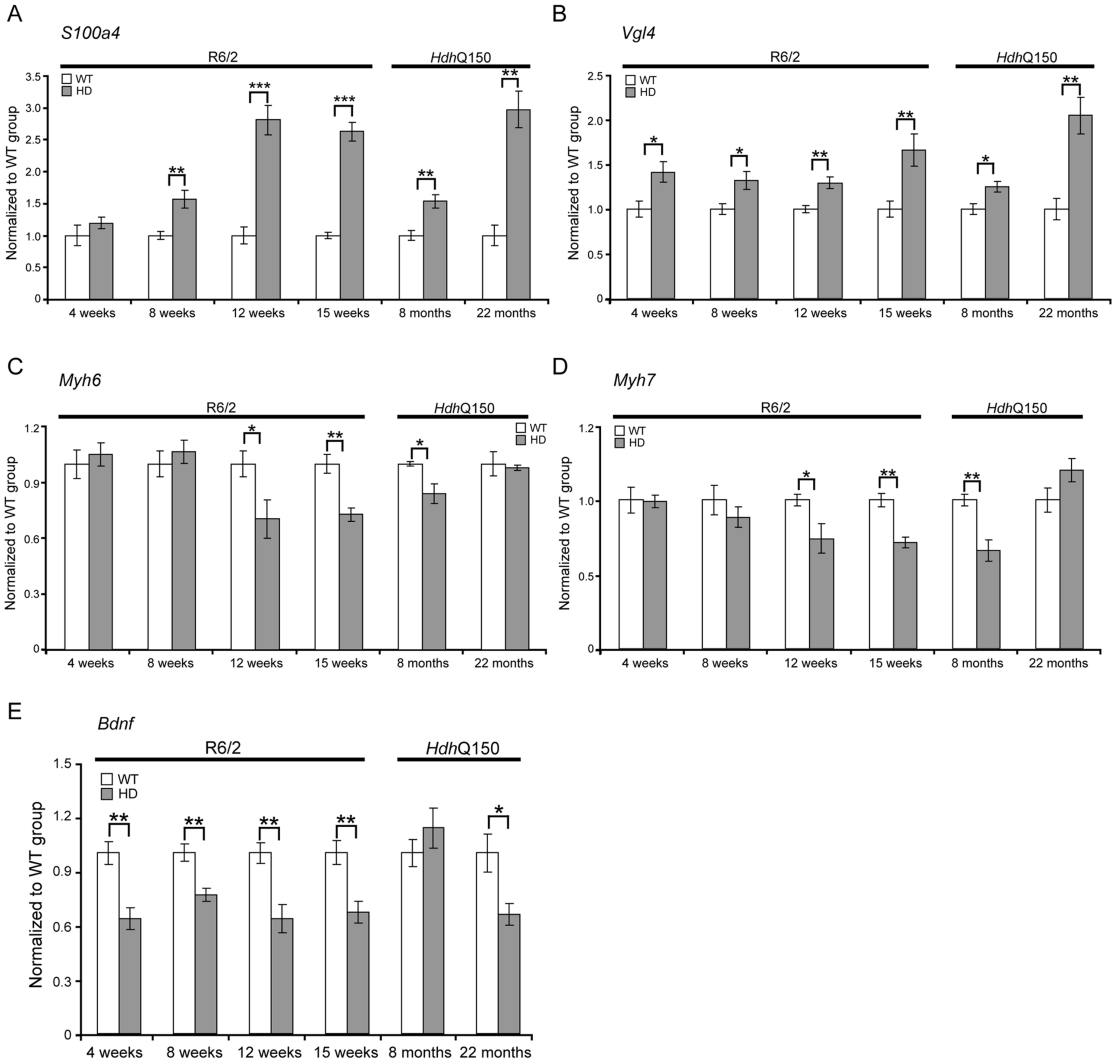
Transcriptional deregulation of gene markers involved in pathological processes. (A) *S100A4* (S100 calcium binding protein A4), (B) *Vgl-4* (vestigial related factor 4) transcripts were up-regulated while (C) *Myh6* (myosin heavy light chain 6) (D) *Myh7* (myosin heavy light chain 7) and (E) *Bdnf* (brain derived neurotophic factor) mRNAs were significantly decreased in the heart of R6/2 and *Hdh*Q150 mice. All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes: *Actb*, *Cyc1* and *Gapdh*. Error bars are SEM (n = 6). Student's *t*-test: *p<0.05, **p<0.01; ***p<0.001.

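Total RNA of whole hearts was sequenced as paired-end reads of 50 bases on an Illumina HiSeq instrument with 4 libraries per lane. The paper aligned the reads in Omicsoft with the OSA algorithm to version B37 of the mouse genome. R6/2 mice carry a transgene with the start of the human huntingtin gene, and HdhQ150 mice carry an expanded repeat in their own Htt gene. The deposited tables give, for 37620 Ensembl genes, a count that is not normalized and an FPKM value in each of 30 libraries. There were 4 WT and 4 R6/2 hearts at 4 weeks of age and 4 WT and 4 R6/2 hearts at 15 weeks. There were 4 WT and 3 HdhQ150 hearts at 8 months and 3 WT and 4 HdhQ150 hearts at 22 months. The symptomatic R6/2 hearts are 15 weeks old in the sample labels, in Table S1 and in Fig. 5, and 12 weeks old in the paper's introduction of the RNAseq experiment; the age of 15 weeks is used here. The column headings number the mice and give a sex and a lane for each, and mice are named here by these numbers. The numbers appear in no sample label, so the libraries of a group were treated as unpaired replicates.
Of the non-zero counts, 70.9% were whole numbers within a tolerance of 1e-09, as is the case for counts estimated by a model, and the counts were rounded to whole numbers. Total counts on genes ran from 33718139 to 62127770 per library with a median of 41324270. The paper's methods state a minimum number of paired reads sequenced per sample, whereas the values here rest on these counts on genes. At 4 weeks the totals ran from 39639824 to 44327646 in WT and from 38658469 to 52711584 in R6/2 hearts, and at 15 weeks from 38217660 to 42770747 in WT and from 40073601 to 62127770 in R6/2 hearts. At 8 months they ran from 37495970 to 52421753 in WT and from 33718139 to 52343196 in HdhQ150 hearts, and at 22 months from 39674011 to 42139678 in WT and from 41132025 to 45603891 in HdhQ150 hearts. No pair of libraries of a group was a duplicate, since the lowest chi-square per degree of freedom between 2 of them was 5.73. In 8 libraries, Xist and the Y-linked transcripts went against the labelled sex. These were mice 1, 2, 5 and 6 at 15 weeks, where all 8 hearts carried Y-linked transcripts, and WT mice 27 and 28 and HdhQ150 mice 31 and 32 at 22 months.
The group means printed in Table S1 equal the means of WT mice 3 and 4 and R6/2 mice 5 to 8 at 15 weeks, and those of WT mice 26 to 28 and HdhQ150 mice 29, 30 and 32 at 22 months. WT mice 1 and 2 at 15 weeks and HdhQ150 mouse 31 at 22 months entered none of these means, and the paper gives no reason for leaving them out. For these 2 ages, values are given over the libraries of Table S1 first and then over all libraries. At 4 weeks and 8 months the 2 sets are the same. Each HD group was compared with the WT group of its age by the quasi-likelihood test of edgeR, with TMM normalization and the filter for low counts that edgeR provides. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 with a fold change of at least 1.3, the thresholds that the paper's methods state for DESeq. CPM values are counts relative to the library total, scaled by TMM factors over all libraries of the groups compared, as mean ± SD, so that the value of a library differs slightly between comparisons.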

As disease-related transcriptional dysregulation occurs in both the brain [31] and muscle [32] of both the R6/2 and *Hdh*Q150 HD mouse models, we applied RNAseq to document the extent of transcriptional changes in the hearts of R6/2 and *Hdh*Q150 mice at presymptomatic (4 weeks of age and at 8 months respectively) and symptomatic (12 weeks of age and 22 months respectively) stages. 

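In R6/2 against WT hearts at 4 weeks, edgeR tested 15478 genes and called 0, with 513 at an unadjusted p under 0.05. DESeq2 called 68 genes, of which 8 were higher and 60 lower in R6/2 hearts, and was the alternative that moved the count most. Gm12695 (ENSMUSG00000078639) lies on chromosome 4 of build 37 from 96390338 to 96451877. It was at 0.0224 ± 0.0447 CPM (SD, n = 4) in WT and at 1.25 ± 0.159 CPM (SD, n = 4) in R6/2 hearts. The highest WT library, that of mouse 12, was at 0.0894 CPM, the other WT libraries were at 0, and the lowest R6/2 library was at 1.04 CPM. The log2 fold change was 5.56 (standard error 0.767, adjusted p = 0.881 from edgeR). DESeq2 gave 5.72 with an adjusted p of 1.9e-08, and the paper's reported value is 5.81. With each mouse left out in turn, the edgeR value ran from 5.17 to 8.75; without mouse 12 it depends on the prior count, since no WT count is then left. WT mice 12 and 13 carried thymus transcripts.
In HdhQ150 against WT hearts at 8 months, edgeR tested 15173 genes and called 0, with 1124 at an unadjusted p under 0.05, and DESeq2 called 70. Without HdhQ150 mouse 22, edgeR called 3 genes. HdhQ150 mouse 24 carried airway transcripts. Aqp8 fell from 3.47 ± 0.521 CPM (SD, n = 4) to 1.42 ± 0.269 CPM (SD, n = 3), a log2 fold change of -1.30 (standard error 0.182, adjusted p = 0.418 from edgeR and 1.9e-05 from DESeq2). Htt, on chromosome 5 from 35104389 to 35255183, fell from 26.3 ± 4.44 to 15.1 ± 1.69 CPM, a log2 fold change of -0.80 (standard error 0.14). Sorcs2, on chromosome 5 within 20 tested genes of the knocked-in Htt gene, rose from 7.19 ± 1.96 to 13.4 ± 1.18 CPM, a log2 fold change of 0.89 (standard error 0.190). Gnb3, Supt7l on chromosome 5, Hcn2 and Gpcpd1 were lower in HdhQ150 hearts, with log2 fold changes of -0.88, -0.70, -0.60 and -0.44, and Ces1d was higher, with 0.52. For Hcn2, WT mouse 20 was high at 18.1 CPM. Over these 8 genes the edgeR adjusted p was 0.418 to 0.481, and the DESeq2 adjusted p was 1.9e-05 to 0.00495.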

Differential expression analysis identified only one significantly dysregulated transcript in the R6/2 hearts at 4 weeks of age and very few significantly changed genes were identified in 8 month *Hdh*Q150 hearts (Table S1). 

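Over the libraries of Table S1, 3 WT and 3 HdhQ150 hearts at 22 months, edgeR tested 15273 genes and called 0, with 2554 at an unadjusted p under 0.05. DESeq2 called 682 genes, of which 322 were higher and 360 lower in HdhQ150 hearts. Without HdhQ150 mouse 30, edgeR called 16 genes, and without WT mouse 28 it called 6. Over all libraries, with mouse 31 as the fourth HdhQ150 heart, edgeR tested 15569 genes and called 0, with 2591 at an unadjusted p under 0.05, and DESeq2 called 619. Without WT mouse 28, edgeR called 6 genes here too. HdhQ150 mouse 32, and mouse 31 among the others, carried airway transcripts. Sorcs2, on chromosome 5 near the knocked-in Htt gene, was at 6.80 ± 2.09 CPM (SD, n = 3) in WT hearts. In HdhQ150 hearts it was at 16.2 ± 0.941 CPM (SD, n = 3) over the libraries of Table S1 and at 15.0 ± 2.53 CPM (SD, n = 4) with mouse 31, which was at 11.4 CPM. Its log2 fold change was 1.25 (standard error 0.199, adjusted p = 0.215 from edgeR and 9.4e-06 from DESeq2) and 1.14 over all libraries (standard error 0.232, adjusted p = 0.291 from edgeR and 0.00356 from DESeq2). Marco rose from 0.285 CPM to 2.73 ± 0.797 CPM, a log2 fold change of 3.25, and to 4.82 ± 4.23 CPM over all libraries, a log2 fold change of 4.07, with mouse 31 at 11.1 CPM. The log2 fold change of Cxcl13 was 1.52 and rose to 2.88 with mouse 31, which was at 62.3 CPM against a highest other HdhQ150 value of 10.3 CPM. Slc16a7 had log2 fold changes of 1.23 and 1.12 and mt-Ti of -1.20 and -1.24 over the 2 sets, with mouse 31 at 6.30 and 11.6 CPM. The Y-linked gene Ddx3y was at 25.0 ± 21.8 CPM in WT and at 0.0504 CPM in HdhQ150 hearts (0.0510 with mouse 31), as no HdhQ150 library of this age carried Y-linked transcripts and 2 of the 3 WT libraries did. With the Y-linked transcripts as a covariate, edgeR called 0 genes in either set, with 453 at an unadjusted p under 0.05 over the libraries of Table S1 and 241 over all.
Lists of genes of known function were tested with camera of limma, which assumes a small preset correlation between genes, at an adjusted p under 0.05. Of 18 lists, 7 passed over the libraries of Table S1. The 95 oxidative phosphorylation genes had a median log2 fold change of -0.33 (adjusted p = 4.8e-26 from limma), with 2 of them higher in HdhQ150 hearts; their median exon length is 681 bases, against 2468 over all genes. All 39 interferon response genes were higher, with a median of 0.61 (adjusted p = 4.7e-16 from limma). Of the 21 glycolysis genes, 4 were higher, with a median of -0.24 (adjusted p = 0.000101 from limma). Over all libraries 8 lists passed, with medians of -0.45 for oxidative phosphorylation, 0.77 for interferon response and -0.32 for glycolysis. The alternative that moved these counts most was an inter-gene correlation estimated from the data, under which 0 lists passed in either set. Under fry, which permits any correlation, glycolysis alone passed over the libraries of Table S1 (adjusted p = 0.0243 from limma) and 0 lists over all libraries.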

Relatively few transcripts were dysregulated in the 22 month *Hdh*Q150 hearts (Table S1) and functional annotation clustering using DAVID failed to identify any significantly gene-ontology enriched clusters. The number of significantly altered transcripts was greater in 15 week R6/2 hearts (Table S1) including the myosin heavy chain genes: 6 and 7 that had already been assayed by qPCR. 

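At 15 weeks, with the 2 WT and 4 R6/2 libraries of Table S1, edgeR tested 16027 genes and called 1073, of which 500 were higher and 573 lower in R6/2 hearts; DESeq2 called 2111. Over all libraries, edgeR tested 15463 genes and called 2205, of which 1209 were higher and 996 lower, and DESeq2 called 3395. The 2 sets of edgeR calls shared 688 genes, each with the same direction. Leaving out 1 library of Table S1 moved the count from 23 without WT mouse 3, with mouse 4 then the lone WT heart and assumed to vary like the R6/2 hearts, to 1266 without R6/2 mouse 8. Over all libraries it moved the count from 659 without R6/2 mouse 5 to 3376 without WT mouse 4, and the calls numbered 907 without mouse 1 and 674 without mouse 2. WT mice 1 and 2 carried thymus transcripts and R6/2 mice 5, 7 and 8 airway transcripts, and with a covariate of airway transcripts, chosen after seeing the data, edgeR called 18 genes over the libraries of Table S1 and 225 over all libraries.
Acta1, on chromosome 8 of build 37 from 126415669 to 126418651, was at 180.2 ± 13.9 CPM (SD, n = 2) in WT and 12.0 ± 6.98 CPM (SD, n = 4) in R6/2 hearts. Its log2 fold change was -3.92 (standard error 0.499, adjusted p = 0.0361 from edgeR). With mice 1 and 2, which were at 123 and 61.7 CPM, it was -3.50 (standard error 0.522, adjusted p = 0.0138 from edgeR). Myh6 was at 29568 ± 1444 CPM (SD, n = 2) in WT and 18496 ± 2570.5 CPM (SD, n = 4) in R6/2 hearts, a log2 fold change of -0.69 (standard error 0.173, adjusted p = 0.0918 from edgeR, called). With mice 1 and 2, at 17937 and 18071 CPM, the WT value was 23786 ± 6729 CPM and the log2 fold change -0.36 (adjusted p = 0.412 from edgeR, not called). Myh7b had a log2 fold change of -0.66 (standard error 0.115, adjusted p = 0.0537 from edgeR, called), and of -0.39 with mice 1 and 2, at 124 and 123 CPM (adjusted p = 0.169 from edgeR, not called). Myh7 was called in neither set, with -0.49 (adjusted p = 0.510 from edgeR) over the libraries of Table S1 and -0.05 (adjusted p = 0.949 from edgeR) over all libraries; mice 1 and 2 were at 772 and 661 CPM.
S100a4 was at 4.36 ± 0.812 CPM (SD, n = 2) in WT, where mouse 3 was low at 3.78 CPM, and 11.0 ± 0.590 CPM (SD, n = 4) in R6/2 hearts. It was called in both sets, with a log2 fold change of 1.32 and of 1.26 with mice 1 and 2, at 4.81 and 4.87 CPM. Thbs2 was called in both sets as well, with 1.35 and with 1.53 when mice 1 and 2, at 14.4 and 11.4 CPM, were added. Gm10163 had a log2 fold change of 9.50 over the libraries of Table S1, with WT mouse 3 at 0 and WT mouse 4 at 0.0519 CPM, so that the value rests on counts near 0. Over all libraries it was 2.32 and not called, with WT mouse 1 at 17.5 CPM and mouse 2 at 0.

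**Figure D1:**
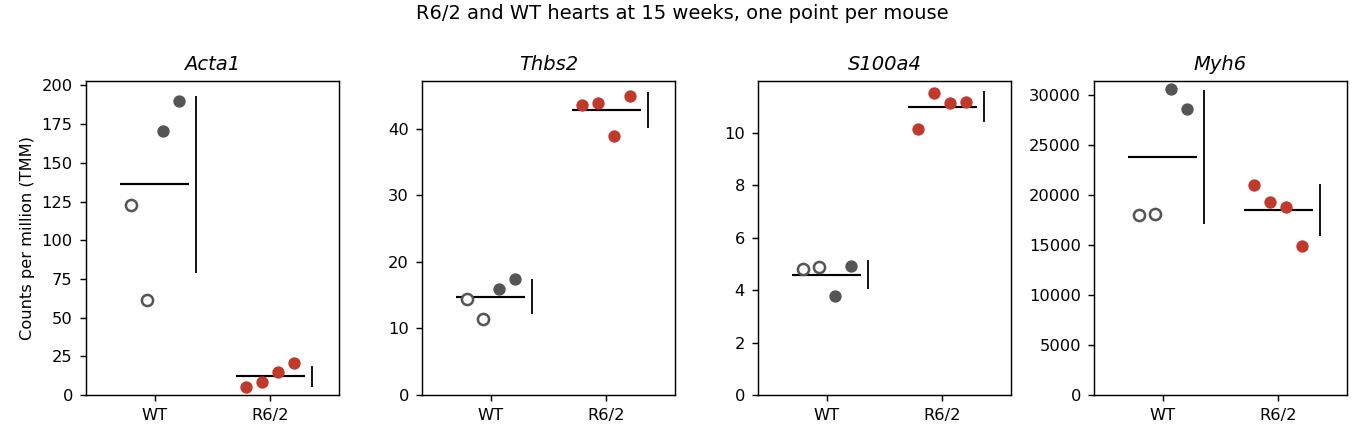
CPM of Acta1, Thbs2, S100a4 and Myh6 in each WT and R6/2 heart at 15 weeks, with a point per mouse, a bar for the mean over all libraries and a line for ± SD; open points are WT mice 1 and 2, which are not in the means of Table S1. Acta1 lies at 61.7 to 190.1 CPM in WT and at 4.81 to 20.5 CPM in R6/2 hearts, and for Myh6 the open points lie at 17937 and 18071 CPM.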

The functional gene-ontology clusters that were identified by DAVID to be significantly dysregulated included: the extracellular matrix, muscle proteins, the myosin complex, glycophosphatidylinositol-anchored proteins and immunoglobulins, consistent with a cardiac myopathy (Table S2). 

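Lists were taken after the cluster names of Table S2 where genes could be assigned by symbol. Angiogenesis, which Table S2 lists, and glycophosphatidylinositol-anchored proteins, which the paper's text names, were not tested as lists. Camera tests a shift of a whole list in a shared direction, whereas DAVID tests enrichment among differentially expressed genes. A list that was not called is thus no test of the DAVID cluster of that name. In R6/2 hearts at 15 weeks, 4 of 19 lists passed over the libraries of Table S1. The 45 sarcomere genes had a median log2 fold change of -0.28 with 10 of them higher (adjusted p = 0.000184 from limma), and the 96 oxidative phosphorylation genes a median of -0.20 with 10 higher (adjusted p = 8.1e-06 from limma). All 7 heat shock genes were lower, with a median of -0.91 (adjusted p = 0.000138 from limma), and all 13 mitochondrially encoded genes were lower, with a median of -0.18 (adjusted p = 0.0109 from limma). The extracellular matrix list was not called, with 45 of 67 genes higher and a median of 0.22 (adjusted p = 0.110 from limma). Neither were the myosins, with a median of -0.19, or the immunoglobulins, with a median of 0.57 and 12 of 14 genes higher (adjusted p = 0.123 from limma for each).
Over all libraries 5 lists passed. Of 67 extracellular matrix genes 50 were higher, with a median of 0.29 (adjusted p = 0.00035 from limma), and the 7 heat shock genes were again all lower, with a median of -0.94 (adjusted p = 0.000162 from limma). The circadian clock list had 11 of 19 genes higher with a median of 0.66 (adjusted p = 0.0365 from limma); genes that peak with Arntl were lower in 5 of 5 cases and genes that peak with Dbp in 0 of 10. Skeletal muscle genes had a median of -0.64 (adjusted p = 0.0326 from limma) and thymus and lymphocyte genes one of -3.52 (adjusted p = 0.0245 from limma), which 2 libraries carry. Rag1, picked after its values were seen, was at 302 CPM in WT mouse 1 and 243 CPM in WT mouse 2 without TMM scaling. The sarcomere list had a median of -0.05 (adjusted p = 0.642 from limma) and the oxidative phosphorylation list one of 0.04, opposite in sign to its value over the libraries of Table S1. The immunoglobulins, with a median of -0.71 and 1 of 10 genes higher (adjusted p = 0.642 from limma), also changed sign. The myosins had a median of -0.05 and a mean of 0.01 over 17 genes (adjusted p = 0.906 from limma). Only heat shock was called in both sets. Under fry, the circadian clock, heat shock and skeletal muscle lists passed over all libraries (adjusted p = 0.0263 for each from limma) and 0 lists over those of Table S1.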

In order to determine whether we could identify genotype-specific patterns of dysregulation we applied weighted gene correlation network analysis (WGCNA). The hierarchical cluster trees for R6/2 at 4 and 15 weeks of age and *Hdh*Q150 at 8 and 22 months of age are illustrated in (Fig. 5A–D). This analysis only identified one module that significantly correlated with genotype and that was in the 15 week R6/2 hearts (Fig. 5F). This violet module was highly significantly enriched for genes encoding mitochondrial components, ribosomal proteins and those involved in glucose metabolism as well as genes encoding muscle and cardiac related proteins (Table S3). 

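A signed network was built for each age and model from log2(FPKM + 1) of genes with a mean FPKM of at least 0.5, with the paper's soft-threshold powers and average linkage on the topological overlap. In place of the dynamic tree cut, the tree was cut at the height, of 50 tried from 0.5 to 0.99, that gave most modules of at least 30 genes, and modules whose eigengenes correlated above 0.7 were merged. The paper's methods state that genes were correlated across all samples, without naming the libraries of each network. Modules were therefore built from all libraries, and their eigengenes were also correlated with genotype over the libraries of Table S1.
In R6/2 and WT hearts at 15 weeks, 13692 genes gave 6 modules. The 510 genes of module 3 had, over the libraries of Table S1, an eigengene with a Pearson r of -0.923 with the R6/2 genotype (exact permutation test, p = 0.0667, the smallest that 4 against 2 libraries allow). Over all 8 libraries its r was -0.947 (exact permutation test, two-sided, p = 0.0286) and its Spearman rho was -0.873 (exact permutation p = 0.0286). Its eigengene was 0.34 in mouse 1 and 0.43 in mouse 2, above every R6/2 library. Without mice 2 and 3, farthest from the median, r was -0.949 (exact permutation p = 0.0667). Module 5, with 89 genes, and module 2, with 1678 genes, had r of 0.92 and 0.866 and the same exact permutation p of 0.0286, which is the smallest for 4 against 4. The adjusted p over the 6 modules was 0.0571 for each of the 3, so 0 modules passed 0.05. Without merging of eigengenes, which moved this result most, 12 of 20 modules had an adjusted p of 0.0476 and the strongest r had a size of 0.965.
The strongest module at 4 weeks, with 580 genes, had an r of -0.505 (exact permutation p = 0.229) and a rho of -0.436 (exact permutation p = 0.343), and it rests on mice 12 and 13, without which r was 0.0495 (exact permutation p = 0.933). At 8 months r was -0.829 (exact permutation p = 0.0571) and rho -0.866 (exact permutation p = 0.0571) for a module of 377 genes; without mice 18 and 20, r was -0.894 over 5 libraries (exact permutation p = 0.100). At 22 months the strongest module over the libraries of Table S1 was module 1, with 6141 genes and an r of 0.838, where module 2, with 1218 genes, had 0.767 (exact permutation p = 0.100, the smallest for 3 against 3). Over all libraries module 2 had an r of 0.794 (exact permutation p = 0.0571), a rho of 0.866 (exact permutation p = 0.0571) and an eigengene of 0.30 in mouse 31. Without mice 26 and 30, the r of module 2 was 0.831 over 5 libraries (exact permutation p = 0.2). Adjusted over the modules of each network, the smallest p was 0.943 at 4 weeks, 0.514 at 8 months and 0.229 at 22 months.

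**Figure D2:**
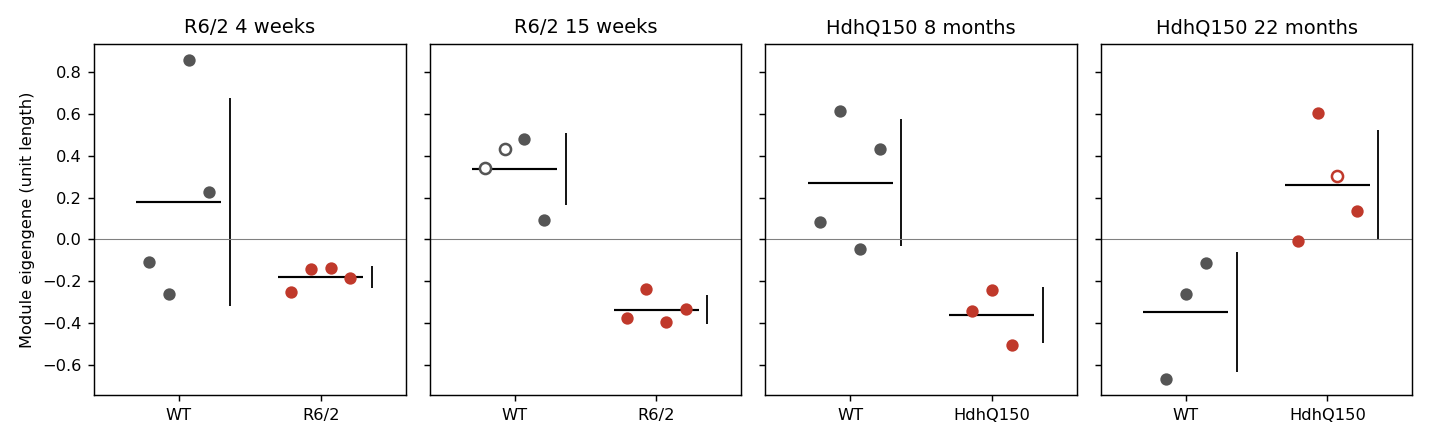
Eigengene of the module most strongly correlated with genotype in each of the 4 networks, with a point per mouse for the WT and the HD group; the sign of an eigengene is arbitrary and open points are mice 1, 2 and 31, which are not in the means of Table S1. The groups overlap at 4 weeks and are apart at 15 weeks, 8 months and 22 months.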

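In module 3 of the 15-week hearts, 7 of 7 heat shock genes of the network were found against 0.261 expected (one-sided Fisher's exact test, adjusted p = 1.8e-09). These p-values were adjusted over the lists within each module, not over the modules. It held 3 of 27 collagen genes, 3 of 64 extracellular matrix genes, 1 of 17 myosins, 2 of 44 sarcomere genes, 2 of 21 glycolysis genes and 1 of 13 mitochondrially encoded genes, and none of the nuclear oxidative phosphorylation or cytosolic ribosomal protein genes. Module 2, whose eigengene was higher in R6/2 hearts, held 22 of 64 extracellular matrix genes (Fisher's exact test, adjusted p = 6.9e-05) and 9 of 19 circadian clock genes (Fisher's exact test, adjusted p = 0.00169). Of 83 cytosolic ribosomal protein genes, 59 were in module 1 and 10 in module 4 (Fisher's exact test, adjusted p = 0.00946 for module 4). The membership of each module was taken from all 8 libraries, mice 1 and 2 included; no network was built without them.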

Preservation analyses were performed to compare module structure between these two models (Fig. 5I and J). 

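Z-summary values of preservation were computed from 200 permutations of the gene labels, with modules sampled down to at most 1000 genes. A Z-summary above 10 is taken as strong and one of at most 2 as no preservation. Networks of all libraries were used, with mice 1 and 2 at 15 weeks and mouse 31 at 22 months. Of the 6 modules of the 15-week R6/2 network, 2 were above 10 in the 22-month HdhQ150 network, with 16.0 for module 1 (5379 genes) and 10.2 for module 4 (466 genes). Module 6 was at 5.16, and modules 2, 5 and 3 were at 1.78, 0.864 and -1.07. In the reverse direction, module 1 of the 22-month network was at 15.5 in the 15-week network and module 5 (718 genes) at 5.85. The other 22-month modules were at most 2. With at most 400 genes per module, module 4 of the 15-week network was at 9.51, below 10, and the modules named first were at 11.2 and 10.1.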

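The 2 modules of the 15-week network above a Z-summary of 10 had eigengenes with Pearson r of -0.440 (module 1) and 0.306 (module 4) with genotype over all libraries (exact permutation test, p = 0.429 for each). Restricted to the libraries of Table S1, module 4 had an r of 0.887 (exact permutation p = 0.0667, the smallest that 4 against 2 libraries allow). Its eigengene was 0.37 in WT mouse 1 and 0.28 in WT mouse 2, against -0.64 and -0.45 in WT mice 3 and 4. Module 1 of the 22-month network, the one above 10 in the reverse direction, was the module with the strongest r over the libraries of Table S1 at that age. Over all libraries its r was 0.606 (exact permutation p = 0.0857), with HdhQ150 mouse 31, at 0.87, the highest of the 7 hearts. Module 2 of the 22-month network, the strongest by genotype over all libraries, had a Z-summary of 0.199 in the 15-week network.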

None of the preserved modules for any of the comparisons correlated with the HD-genotype, as might have been expected at end-stage disease. Instead, the preservation analysis suggested that age is the major factor that determines the difference in transcriptional signatures between the two models. 

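The change with age in WT hearts was measured with the same test. From 4 to 15 weeks, edgeR called 106 genes over the libraries of Table S1, of which 67 were higher and 39 lower at 15 weeks, and DESeq2 called 1742. Over all libraries, edgeR called 1088 genes, of which 357 were higher and 731 lower, and 73 of them were among the 106. Leaving out 1 library moved the first count from 0 without mouse 13 to 1745 without mouse 11 and the second from 295 without mouse 2 to 1116 without mouse 3. All WT hearts of 15 weeks and 2 of 4 at 4 weeks carried Y-linked transcripts, so sex differs with age, and with Y-linked transcripts as a covariate edgeR called 8 genes over the libraries of Table S1 and 445 over all. Igf2 was called in both sets, with a log2 change of -1.84 over the libraries of Table S1 (adjusted p = 0.0817 from edgeR) and, with mice 1 and 2 at 22.5 and 23.7 CPM, of -1.91 (adjusted p = 0.00228 from edgeR), from 90.2 ± 11.0 CPM (SD, n = 4) to 24.1 ± 2.41 CPM (SD, n = 4). From 8 to 22 months, where every WT library is in Table S1, edgeR called 3553 genes, of which 1308 were higher and 2245 lower at 22 months. The changes of the 2 age steps had a rho of 0.338 across genes in WT hearts over all libraries. A processing batch shared by the hearts of 15 weeks and 22 months would give that as well, so batch and age cannot be told apart. Across genes, which are not independent replicates, exon length had a Spearman rho of -0.533 with the change from 8 to 22 months.
The change with genotype was also compared between ages. In R6/2 mice, the interaction of genotype and age was called for 17 genes over the libraries of Table S1 and for 86 over all libraries, with 13 shared. Leaving out 1 library moved the first count from 0 without mouse 3, 7 or 8 to 212 without mouse 4 and the second from 13 without mouse 15 to 516 without mouse 4. Cited2 was called in both sets, with an interaction of 1.70 over the libraries of Table S1 (adjusted p = 0.0403 from edgeR) and, with mice 1 and 2 at 22.1 and 21.6 CPM, of 1.74 (adjusted p = 0.0114 from edgeR). In HdhQ150 mice, edgeR called 0 genes for the interaction in either set, with 1258 at an unadjusted p under 0.05 over the libraries of Table S1 and 1261 over all, and DESeq2 called 3 and 2. From the modules that were preserved between end-stage R6/2 and HdhQ150 hearts and did not correlate with the HD genotype, the paper proposes that age is the major factor behind the difference in transcriptional signatures between the models.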

To determine whether the 15 week R6/2 heart transcriptome exhibited in HD-like signature we performed a preservation analysis against RNAseq of tibialis anterior muscle from R6/2 mice at 12 weeks of age. The large highly preserved module (brown) (Fig. 5K) was not correlated with genotype (Table S3), and further indicated that HD-related transcriptional dysregulation does not occur in cardiac tissue.

**Figure 5:**
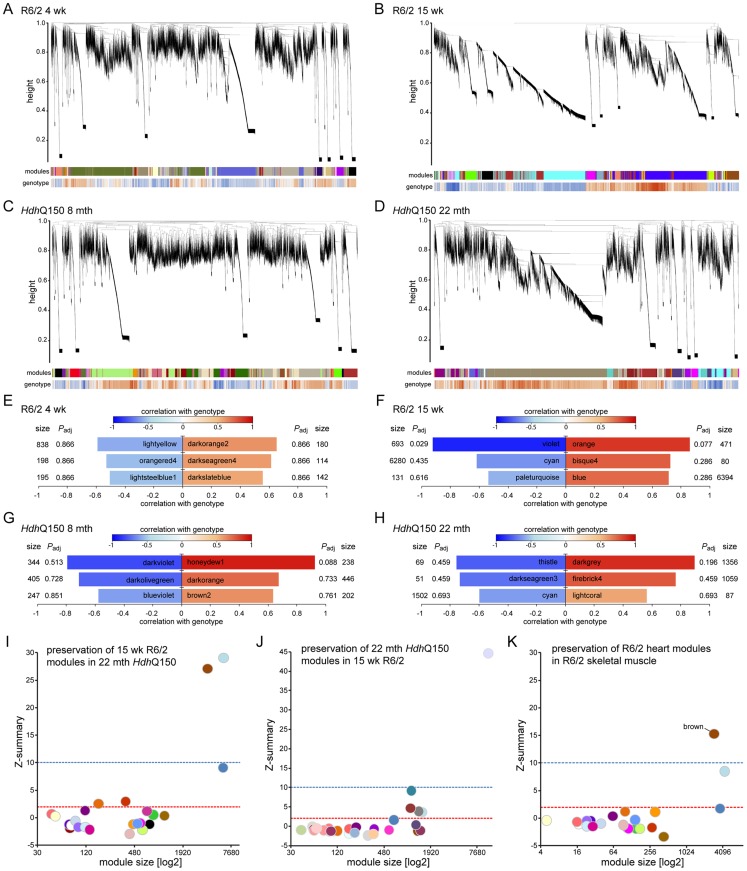
WGCNA analysis of heart RNAseq data. (A–D) Hierarchical cluster trees of the average linkage in the dissimilarity topological overlap matrices. Each vertical line correlates to a gene. The height is a measure for the dissimilarity based on the topological overlap. The first band under the dendrogram is a visual representation of the identified modules. The second band indicates the correlation with genotype based on the gene significance for each gene. Red is positively correlated with genotype, blue is negatively correlated. (A) Hierarchical cluster tree for WT versus R6/2 at 4 weeks of age. (B) Hierarchical cluster tree for WT versus R6/2 at 15 weeks of age. (C) Hierarchical cluster tree for WT versus *Hdh*Q150 at 8 months of age. (D) Hierarchical cluster tree for WT versus *Hdh*Q150 at 22 months of age. (E–H) Modules that were highly correlated with genotype in the respective networks are shown and are ranked according to their correlation with genotype. Size is the number of genes for each module. *P*adj gives the Benjamini Hochberg corrected significance value for each module. (E) Modules in the R6/2 network at 4 weeks of age. (F) Modules in the R6/2 network at 15 weeks of age. (G) Modules in the *Hdh*Q150 network at 8 months of age. (H) Modules in the *Hdh*Q150 network at 22 months of age. (I–K) Preservation analysis of late stage R6/2 and *Hdh*Q150 networks. The Z-summary is a measure for module preservation. Values less than 2 (red lines) indicate no preservation, between 2 and 10 (blue lines), module structures are preserved and above 10 the module structure is highly preserved. (I) Preservation of R6/2 modules at 15 weeks in the *Hdh*Q150 network at 22 months. (J) Preservation of *Hdh*Q150 modules at 22 months in the R6/2 network at 15 weeks. (K) Preservation of R6/2 modules at 15 weeks in a R6/2 network of skeletal muscle at 12 weeks.

It has been demonstrated that calcium overload may induce uncoupling of connexin43 (Cx43) from gap junctions and contribute to the occurrence of cardiac arrhythmia [33]. Gap junction remodelling, which is mainly formed by Cx43 in the ventricle, has been reported to contribute to an enhanced propensity for arrhythmogenesis [33]. In addition, the cardiac-specific knockout of Cx43 can lead to spontaneous ventricular arrhythmias with subsequent sudden cardiac death [34] and Cx43-deficient mice exhibit the accelerated onset and enhanced incidence of ventricular arrhythmias induced by ischemia [35]. Furthermore, it has been demonstrated that efferent vagal nerve stimulation protects the heart against ischemia-induced arrhythmias and that this is accompanied by prevention of the loss of phosphorylated Cx43 [36]. Therefore, Cx43 may serve as a marker of cardiac arrhythmias. We found that in HD mouse models Cx43 was significantly dislocated from the end plate towards the lateral membrane as early as 4 weeks of age in the R6/2 mice (Figs. 6A and Fig. S4) and 8 months of age in *Hdh*Q150 mice (Figs. 6B and Fig. S4). Surprisingly, we found that Cx43 was not changed at the protein level in either of these HD mouse models (Fig. 6C).

**Figure 6:**
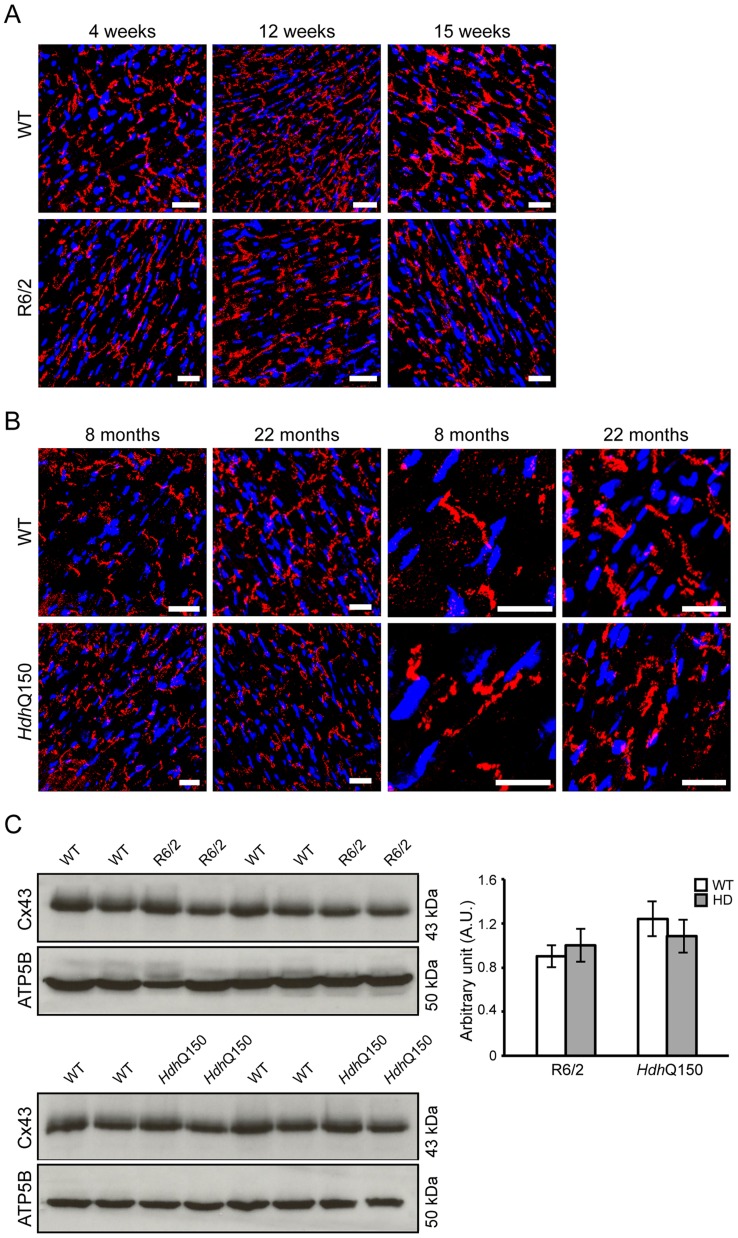
Altered connexin-43 localisation but not expression in the hearts of HD mouse models. Representative confocal pictograms of whole heart sections from (A) 4, 12 and 15 week old of R6/2 mice and (B) 8 and 22 month old *Hdh*Q150 mice showing low and high magnification. Anti-Cx-43 antibody (red) and nuclei (blue) were visualised with DAPI. Scale bar 30 μm. (C) Western blots of Cx-43 in 14-week-old WT and R6/2 mice (top panel) and in 22-month-old WT and *Hdh*Q150 mice (bottom panel). Relative expression of Cx-43 was normalized to ATP5b by densitometry and values are mean±SEM (*n* = 4). Student's *t* test: *p<0.05, **p<0.01, ***p<0.001.

There is evidence to suggest that the postganglionic sympathetic and intrinsic neurons in the heart are altered in Parkinson disease [37]. The majority of intrinsic cardiac ganglia are localized at the base of the heart at the roots of the pulmonary veins. These ganglia are interlinked by interganglionic nerves into the above mentioned nerve plexus of the heart hilum [38], [39]. In HD mouse models we found that the architecture of ganglionic plexuses was markedly altered in R6/2 mice by 12 and 15 weeks of age and in *Hdh*Q150 mice by 8 months (Figs. 7A and B) based on immunohistochemical labelling with tyrosine hydroxylase (TH). However, the expression level of TH was not changed in R6/2 mice at 15 weeks of age (Fig. 7C).

**Figure 7:**
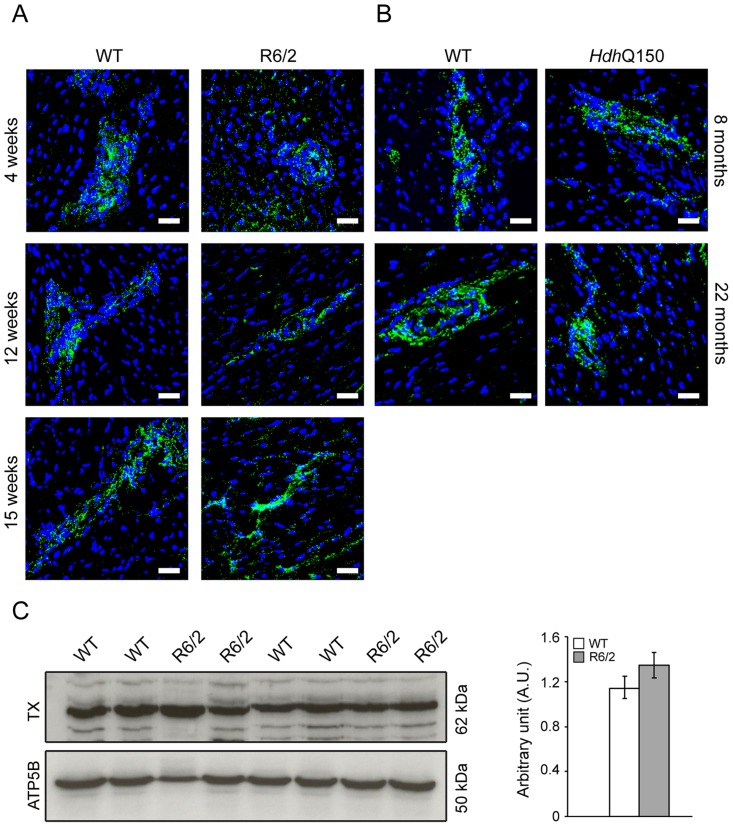
Architecture of altered ganglionic plexuses based on tyrosine hydroxylase localisation in HD mouse model hearts. Representative confocal pictograms of whole heart sections from (A) 4, 12 and 15 week old of R6/2 mice and (B) 8 and 22 month old *Hdh*Q150 mice. Anti-tyrosine hydroxylase antibody (green) was used to mark ganglionic plexuses and nuclei (blue) were visualised with DAPI. Scale bar 30 μm. (C) Western blots of tyrosine hydroxylase in 15-week-old WT and R6/2 mice. Relative expression of tyrosine hydroxylase was normalised to ATP5b by densitometry and values are mean ± SEM (*n* = 4). Student's *t* test: *p<0.05, **p<0.01, ***p<0.001.

In cardiomyopathic mouse models such as those that are transgenic for a mutant version of αβ-crystallin, amyloidosis is the source of the ongoing pathological features, including the activation of apoptosis in cardiomyocytes [18]. Apoptosis has been reported in the brain of an HD model [40]. To determine if this is also a common characteristic of HD mouse models, we used an immunofluorescence TUNEL assay to establish the degree of apoptosis in the hearts of both HD mouse models at different stages of disease. Cardiomyocytes from R6/2 mice displayed a significantly higher degree of apoptotic nuclei at 4 weeks of age as compared to WT littermates, which was further increased by 12 weeks (Fig. 8A and Fig. S3A). Similarly, *Hdh*Q150 mice showed increased numbers of cardiomyocyte apoptotic nuclei at 8 months of age (Fig. 8A and Fig. S3B). We were not able to obtain reliable data from the hearts of 22 month old *Hdh*Q150 mice due to the high background levels in their WT littermates. We conclude that cardiomyocytes die through an apoptotic-based process. The cardiomyocyte loss was also visualised by Phalloidin staining, by which the disarray and loss of cardiomyocytes was clearly visible (Fig. 8B and C). It is well established that cardiomyocyte death is accompanied by interstitial fibrosis. Therefore we used immunohistochemistry to detect the presence of collagen type VI deposits. This assay confirmed that the hearts of R6/2 mice develop a minor (4 weeks of age) to moderate (12 and 15 weeks of age) degree of fibrotic tissue (Fig. 9A and C) and we found a similar pattern of fibrotic labelling in the *Hdh*Q150 hearts (Fig. 9B and C). Therefore, we conclude that HD mouse models develop an interstitial type fibrosis and are free from the fibrotic patches that can be observed in desmin-related cardiomyopathy [41], [42].

**Figure 8:**
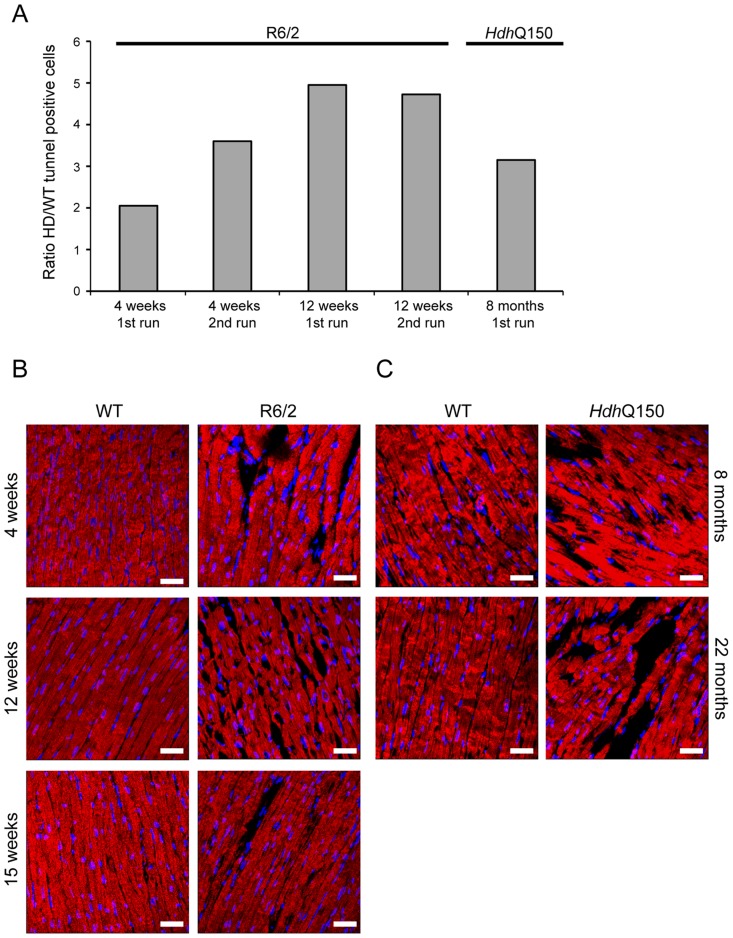
Ongoing cardiomyocyte death occurs through apoptosis in the hearts of HD mouse models. (A) TUNEL staining showed an increase of apoptotic activation in hearts from 4 and 12 weeks old R6/2 mice and 8 months old *Hdh*Q150 mice. The TUNEL assay was performed on 3 longitude sections from 3 animals (WT and HD) at each time point (for each of two separate runs). The fold change of apoptotic nuclei scored in HD animals (R6/2 or *Hdh*Q150) was normalized to their WT littermates. (B) Representative phalloidin staining (red) shows left ventricle myocyte degeneration and disarray in 4, 8 and 15 weeks old R6/2 mice. (C) Similar myocyte characteristics were found in the left ventricle myocytes from 8 and 22 months old *Hdh*Q150 mice. Nuclei (blue) were visualized with DAPI.

**Figure 9:**
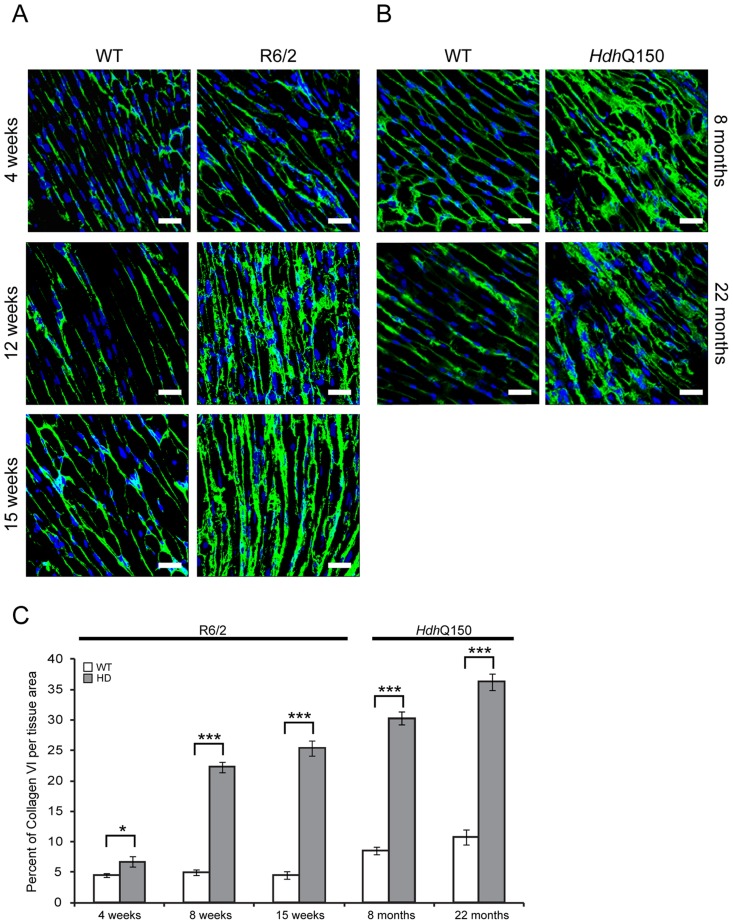
Minor to moderate fibrosis level based on collagen VI deposits in the hearts of HD mouse models. (A) Representative confocal pictograms of whole heart sections from 4, 12 and 15 week old R6/2 mice and (B) 8 and 22 month old *Hdh*Q150 mice. Fibrosis was detected with the anti-collagen VI antibody (green) and nuclei (blue) were visualised with DAPI. Scale bar 30 μm. (C) Quantification of the collagen VI staining area. Values are mean ± SEM (*n* = 4). Student's *t* test: *p<0.05, ***p<0.001.

We have previously shown, that HTT inclusions can be detected throughout the periphery of the R6/2 and *Hdh*Q150 mouse models by immunohistochemistry [8], [9]. More recently, we have developed the seprion-ligand ELISA, a highly quantitative method with good statistical power that can be used to measure changes in aggregate load that occur *in vivo* in response to pharmacological or genetic manipulations [43]. Using this assay, we were unable to detect HTT aggregates in heart tissue from either R6/2 (Fig. 10A) or *Hdh*Q150 (Fig. 10B) mice, even at end stage disease. For R6/2 hearts, these data were supported by western blotting (Fig. 10C), which showed that the level of soluble exon 1 HTT was clearly visible and that aggregates had not been retained in the stacking gel (Fig. 10C). Consistent with these findings, although ubiquitin-positive deposits could be detected in the hearts of WT and *Hdh*Q150 mice at 22 months of age, and to a lesser extect in WT and R6/2 hearts at 12 weeks, these were not detected with the anti-HTT antibody S829 (Fig. S5). Next, we used Taqman qPCR to demonstrate that the absence of aggregates was not caused by a reduction in the exon-1 *HTT* mRNA in the heart of R6/2 (Fig. 10D) or *Hdh*Q150 (Fig. 10E) mice during the course of the disease. The basal levels of the major heat shock proteins: HSP40 and HSP70 become decreased in the brains of R6/2 mice with disease progression, potentially through the recruitment into HTT aggregates [44], [45]. By western blotting we could show that the levels of HSP40, HSP70, HSP25 and HSP90 were unchanged in the hearts of both R6/2 and *Hdh*Q150 mice at late-stage disease (Fig. 11) consistent with the lack of aggregate formation.

**Figure 10:**
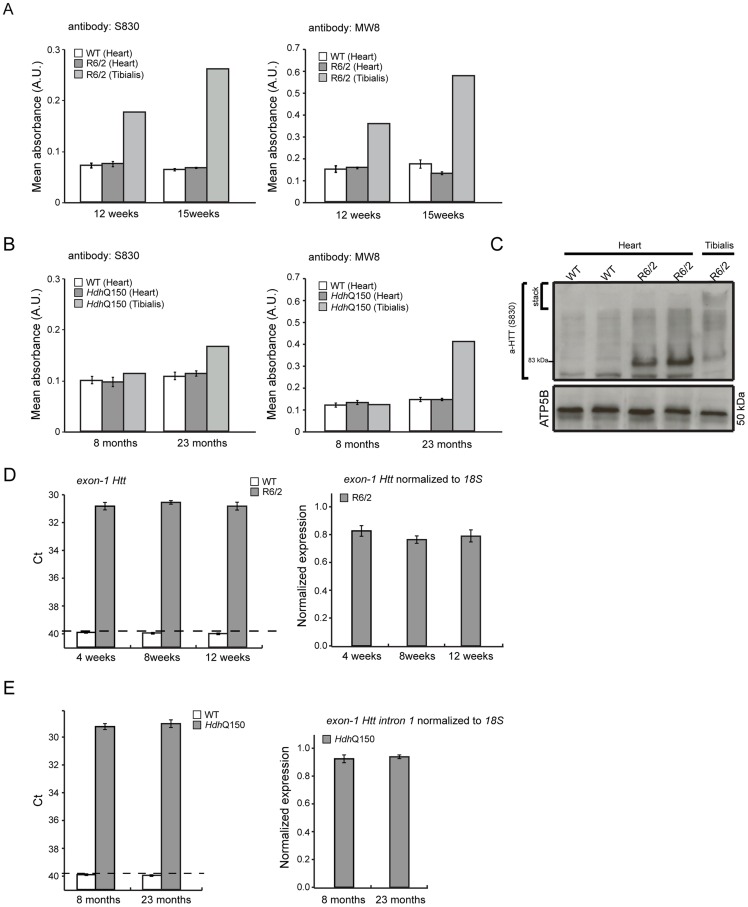
Mutant huntingtin aggregate species are not formed in the hearts of HD mouse models. (A, B) The seprion-ligand ELISA was used to identify and quantify aggregate loads in the heart lysates from R6/2 and *Hdh*Q150 mice. Error bars are S.E.M. (*n* = 6). (C) Representative S830 immunoblot of protein lysates showing the difference in soluble and aggregated exon-1 HTT between heart and skeletal muscle (tibialis anterior) of R6/2 mice at 14 weeks of age. ATP5b was used as loading control (lower panel). (D, E) Taqman qPCR showed that *HTT* exon-1 transgene levels are stable during the course of disease progression in the murine heart of R6/2 and *Hdh*Q150 mice. The dotted line indicates that the signal in WT animals occurs at the cut-off for gene expression. All Taqman qPCR values were normalized to the housekeeping gene 18S. Error bars are SEM (*n* = 6).

**Figure 11:**
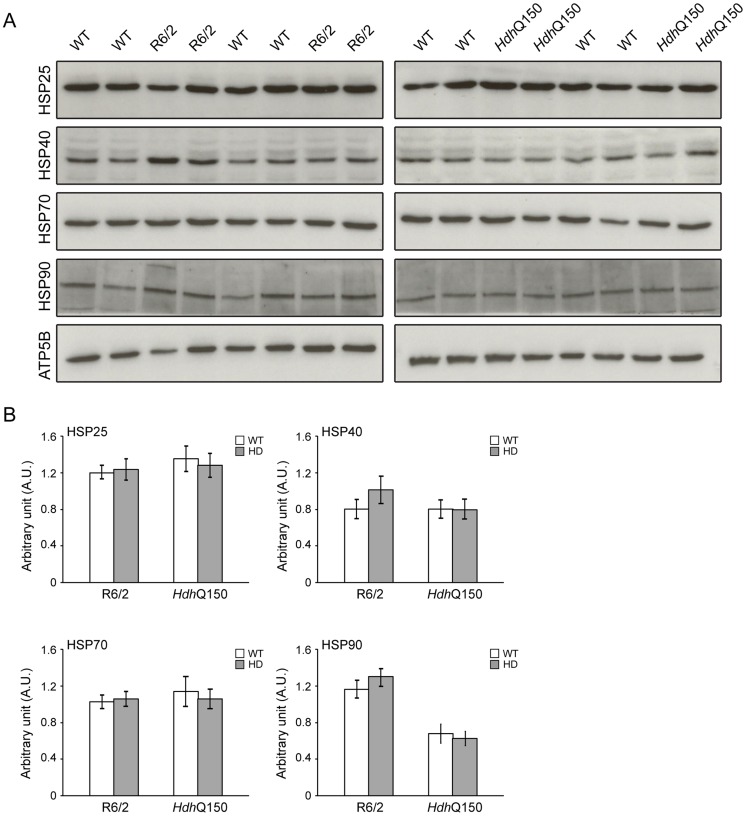
Heat shock proteins are not dysregulated in the murine HD hearts. (A) Western blots of heat shock proteins in 14-week-old WT and R6/2 mice (left panel) and in 22-months-old WT and *Hdh*Q150 mice (right panel). (B) Relative expression of HSP25, HSP40, HSP70 and HSP90 in 14-week-old WT and R6/2 mice and in 22-months-old WT and *Hdh*Q150 mice normalized to ATP5b by densitometry. Values are mean ± SEM (*n* = 4). Student's *t* test: *p<0.05, **p<0.01, ***p<0.001.

## Discussion

It is well established that amyloidosis comprises a large group of diseases characterised by the presence of misfolded proteins and their accumulation in the central nervous system, as well as in peripheral tissues such as heart and skeletal muscle. A number of studies have clearly identified amyloidosis as the pathological event leading to severe heart dysfunction in various mouse models and in humans [46]. Proof of concept studies in mice and flies have shown that the forced overexpression of an expanded polyQ track or mutant exon-1 HTT leads to heart failure and a significantly reduced lifespan for transgenic mice or flies that is associated with the deposition of aggregated protein [21], [47].

In this study we aimed to provide a broad spectrum of experimental insights into cardiac associated abnormalities that develop in the R6/2 transgenic and *Hdh*Q150 knock-in mouse models of HD, in which mutant *Htt* is expressed under the control of the *Htt* promoter. A cardiac phenotype had previously been noted in R6/2 mice using echocardiography and MRI [26], [48]. By using cardiac MRI in the *Hdh*Q150 mice, we found that all of the main volumetric parameters were decreased, thus highlighting a reduction in cardiac volumes as compared to WT. Cardiac output was also reduced, which might suggest that blood circulation had decreased while ejection fraction remained at normal levels. Such data are therefore highlighting a worsening in cardiac functions which might be responsible for cardiovascular deficits. Although the heart mass was increased at the end stage in *Hdh*Q150 mice, this was not true for R6/2 mice, which could be either explained by a self limitation of the mutant HTT effects themselves or by activation of compensatory hypertrophic pathways. The magnitude of these physiological changes was accompanied in both HD models by reactivation of a foetal gene programme, including the up-regulation of *Anp*, *Bnp*, *Fhl1* and *Fhl2* and a reduction in the α- and β- isoforms of the myosin heavy chain, all typical markers of an induced cardiomyopathy. 

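Foxo3 was measured in the hearts of both models at both ages. At 15 weeks it was at 63.8 ± 8.53 CPM (SD, n = 2) in WT and 86.3 ± 12.7 CPM (SD, n = 4) in R6/2 hearts over the libraries of Table S1, a log2 fold change of 0.42 (standard error 0.155, adjusted p = 0.169 from edgeR, not called). With WT mice 1 and 2, at 54.0 and 52.3 CPM, the WT value was 58.5 ± 7.87 CPM (SD, n = 4) and the log2 fold change 0.56 (standard error 0.133, adjusted p = 0.0487 from edgeR, called as higher in R6/2 hearts). With each of the 8 libraries left out in turn, it ran from 0.49 to 0.67 and was called in 4 of 8 fits. At 22 months the log2 fold change was 0.44 over the libraries of Table S1 (adjusted p = 0.498 from edgeR) and 0.38 with HdhQ150 mouse 31, at 64.8 CPM (adjusted p = 0.510 from edgeR). At 4 weeks it was -0.33 (adjusted p = 1.00 from edgeR) and at 8 months 0.20 (adjusted p = 0.835 from edgeR), where it ran from -0.05 to 0.35 with 1 library left out.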

Although, a similar type of cardiomyopathy accompanied with muscle wasting was observed when FOXO3 was over-expressed [49], our RNAseq data suggested that the level of *Foxo3* was not increased in the HD murine hearts.

At the pathological level, the HD-related cardiomyopathy was accompanied by a moderate degree of interstitial fibrosis in both HD mouse models. We also found that *S100a4* transcripts (a marker for fibrosis on several organs) were significantly elevated in both R6/2 and *Hdh*Q150 mice. Interestingly, *S100a4* mRNA has been up-regulated in the hypertrophic myocardium of the Dahl-rat hypertensive heart disease model and further activated during the transition to heart failure [27], [50]. Therefore, its' up-regulation might be indicative of hypertrophic stimuli in the hearts of both HD mouse models. Deposits of fibrotic tissues are a consequence of cardiomyocyte death and we found that cardiomyocyte loss is likely due to increased apoptosis in both HD mouse models, which was apparent as early as 4 weeks of age in R6/2 mice. It should be noted that these findings are in contrast to the artificial cardiac specific polyQ–overexpression model [21], in which cardiomyocyte death was found to be caused by necrosis.

It is well established that psychiatric and neurological diseases are positively linked to cardiovascular disease and that CNS abnormalities have a great impact on the pathogenesis of cardiac dysfunction [51]. In this study, we found that cardiac arrhythmias and pathology are features of HD mouse models. ECG telemetry in conscious mice showed that both symptomatic R6/2 and *Hdh*Q150 mice suffer from bradyarrhythmia. The reduction in heart rate and alterations in other ECG intervals were indicative of cardiac contractile abnormalities and were comparable to the previous findings in the spinal muscular atrophy mouse model [52]. Although there have been only a limited number of studies performed in HD patients, these were consistent with the HD mouse models in that relative heart rate was 10% lower in pre-symptomatic and early-symptomatic patients than in control subjects, likely due to a 10.6% lower diastolic pressure in early-symptomatic patients [53]. Similar findings were published recently for the R6/1 mouse model of HD, which had unstable RR intervals that were reversed following atropine treatment, suggesting parasympathetic nervous activation. The mice developed brady- and tachyarrhythmias, including paroxysmal atrial fibrillation and cardiac sudden death [54]. However, in contrast to our data, R6/1 mice had a higher heart rate than WT littermates in young but not older R6/1 mice [54].

The cardiac contractile dysfunction might be explained by the Cx43 dislocation from the end plate towards the lateral membrane, and we show for the first time, that this can be observed as early as 4 weeks of age in the R6/2 mice and 8 months of age in *Hdh*Q150 mice, while its protein levels remained unchanged. The ventricular myocytes are extensively coupled by gap junctions to meet physiological demands. In general, many heart diseases caused by different aetiologies are associated with changes in the expression of connexins or their remodelling. Thus, alterations in the structure or function of gap junctions have been linked to conduction disturbances and arrhythmogenesis in many heart diseases [55]–[57]. Moreover, the altered architecture of ganglionic plexuses based on immunohistochemical labelling with tyrosine hydroxylase and lower levels of *Bdnf* mRNA in HD murine hearts might also significantly contribute to contractile dysfunction in HD mouse models. These changes are likely to be driven by profound autonomic nervous dysfunction associated with widespread pathology of the central nervous system in HD.

In the brains of the R6/2 and *Hdh*Q150 mouse models, the accumulation of toxic mutant HTT aggregates [24], [58], [59] and transcriptional dysregulation [60] are early pathogenic events. To our surprise, and although we have been able to detect HTT aggregates in many peripheral tissues in both of these models [8], [9], [43], we were not able to detect mutant HTT aggregates in the heart lysates in either model by the sensitive seprion ligand ELISA [43]. Similarly, we failed to identify aggregates by immunohistochemistry in murine HD hearts using a broad spectrum of specific antibodies. These results are in stark contrast to the pathological deposition of polyQ aggregates that occurred in the model in which a polyQ peptide was overexpressed in cardiac tissue [21]. Consistent with the absence of aggregated HTT in nuclei, we were unable to identify a HD-specific signature of transcriptional dysregulation by RNAseq analysis.

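The changes of the 2 models at end stage were compared across genes. The HD effects at 15 weeks in R6/2 and at 22 months in HdhQ150 hearts share no WT library. Genes are not independent replicates, so the correlation was set against random regroupings of the libraries within each age. Over the libraries of Table S1, the log2 fold changes of 15168 genes had a Spearman rho of 0.366 across genes, and 3 of 100 regroupings, the real one included, gave a rho as far from 0. Over all libraries, the rho across 15183 genes was 0.0314, and 94 of 100 regroupings gave one as far from 0. Without mice 1 and 2 alone it was 0.377, and without mouse 31 alone 0.177. Among genes called in R6/2 hearts at 15 weeks, 877 of 1057 (83.0%) changed in the same direction at 22 months over the libraries of Table S1 and 1309 of 2164 (60.5%) over all libraries, with a rho of 0.666 and 0.189.
The alternative that moved the rho most over the libraries of Table S1 was this restriction to called genes, and with 1 library left out it ran from 0.296 without mouse 32 to 0.428 without mouse 30. Over all libraries, leaving out 1 library moved it from -0.0545 without mouse 8 to 0.177 without mouse 31. A difference between the models in the effect of genotype was tested as an interaction. It was called for 13 genes over the libraries of Table S1 and for 25 over all libraries, with 2 genes shared, and the second count ran from 0 without mouse 7, 8, 26, 27 or 32 to 2689 without mouse 4. Ephx1 was called in both sets, with an interaction of -1.0 over the libraries of Table S1 (adjusted p = 0.0295 from edgeR) and of -1.22 over all (adjusted p = 0.0415 from edgeR), with mice 1, 2 and 31 at 31.8, 31.3 and 37.2 CPM. Cited2 was called over all libraries alone, with -1.18 (adjusted p = 0.0415 from edgeR), and had -1.16 over those of Table S1 (adjusted p = 0.112 from edgeR), with the same 3 mice at 21.1, 20.7 and 42.5 CPM.

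**Figure D3:**
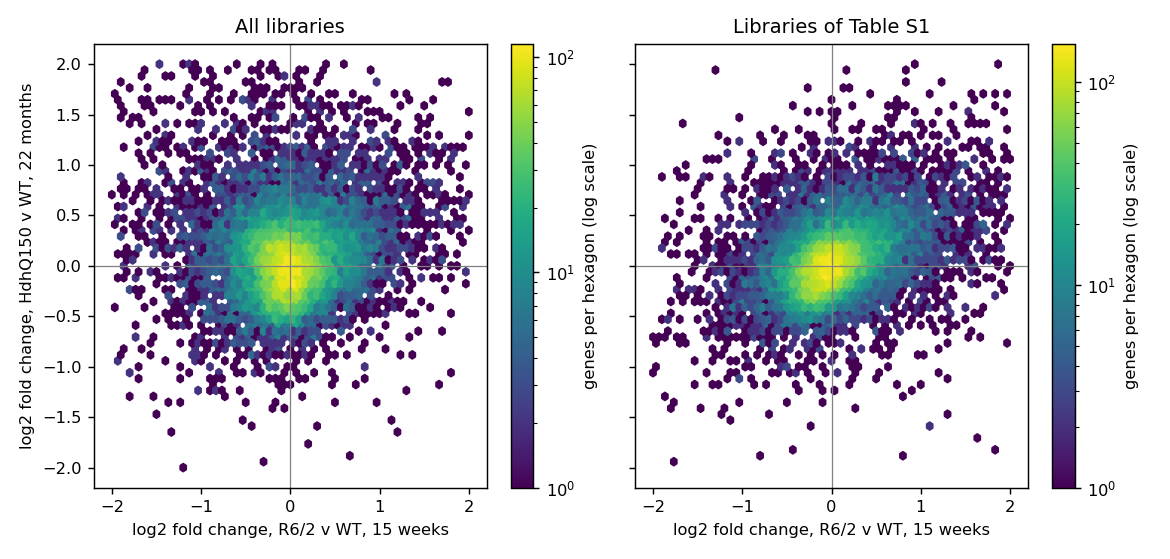
Log2 fold change of each gene at 15 weeks in R6/2 hearts (horizontal) against that at 22 months in HdhQ150 hearts (vertical), over all libraries and over the libraries of Table S1, with the shade giving the number of genes and both axes ending at 2 either way. Of 15183 and 15168 genes, 602 and 238 lie outside the axes, and the rho across genes is 0.0314 and 0.366.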

In summary, mutant HTT results in the rapid development of pathological features that would be expected to lead to cardiac contractile dysfunction e.g. gap junction and ganglionic plexus remodelling and lower levels of *Bdnf* mRNA. In addition HD mouse models develop severe cardiac systolic and diastolic impairments likely due to ongoing cardiac remodelling represented by the re-expression of foetal genes and cardiomyocyte loss accompanied by a moderate level of interstitial fibrosis (Fig. 12). The increased heart rate variability, together with ganglionic plexus remodelling and the previously published pathological features in relevant brain regions in both mouse models [24], [54] would be consistent with a cardiac autonomic dysfunction. In HD patient brains, a recent meta-analysis of morphometric MRI found degenerative changes in the amygdala and insular cortex, even in the prodromal form on the disease [61]. Therefore, we postulate that HD related cardiomyopathy is likely driven indirectly by CNS dysfunction although it is not possible to rule out that intrinsic effects could contribute through a mechanism that has yet to be identified. At present it is not known whether cardiac dysfunction has clinical relevance for HD patients. There have been a number of functional studies, which have generally been performed on very small numbers of patients and have often been contradictory. Our finding, that cardiac dysfunction occurs in a genetically precise knock-in HD mouse model, suggests that there is an urgent need to perform well-designed unequivocal clinical studies to resolve this issue. It is important because of the potential liability for therapeutic intervention.

**Figure 12:**
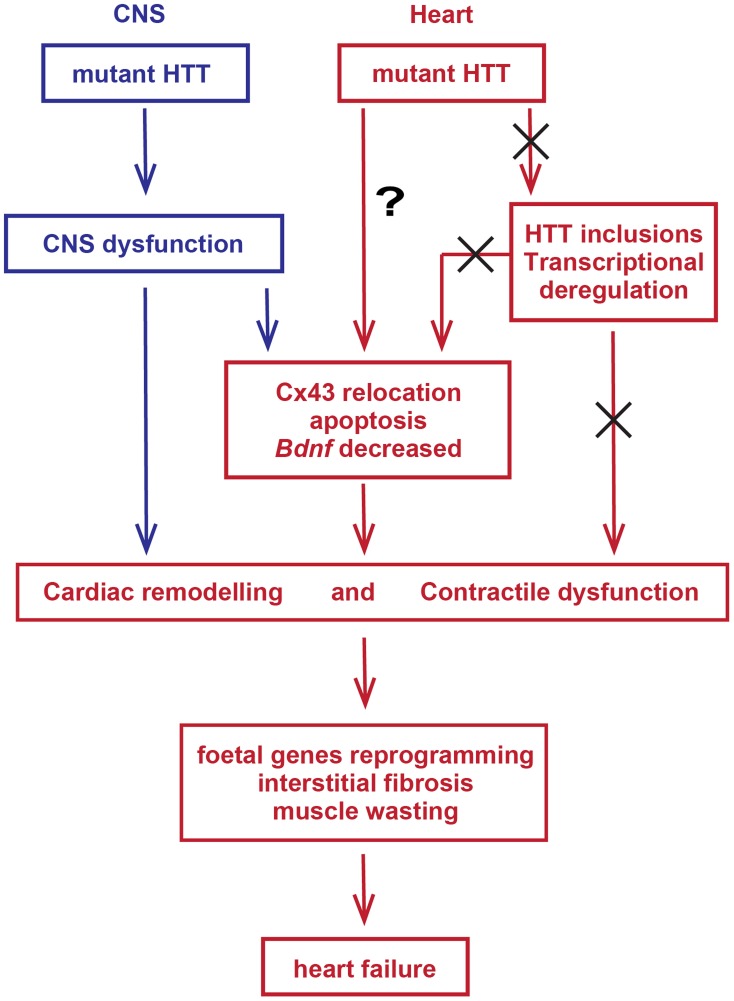
Model depicting the mechanism by which mutant huntingtin causes cardiac dysfunction in murine HD hearts.

## Materials and Methods

### Ethics statement

All experimental procedures performed on mice were conducted under a project licence from the Home Office and approved by the King's College London Ethical Review Process Committee.

### Mouse maintenance and breeding

Hemizygous R6/2 mice were bred by backcrossing R6/2 males to (CBA x C57BL/6) F1 females (B6CBAF1/OlaHsd, Harlan Olac, Bicester, UK). *Hdh*Q150 homozygous mice on a (CBA x C57BL/6) F1 background were obtained by intercrossing *Hdh*Q150 heterozygous CBA/Ca and C57BL/6J congenic lines as described previously [24]. All animals had unlimited access to water and breeding chow (Special Diet Services, Witham, UK), and housing conditions and environmental enrichment were as previously described [62]. Mice were subject to a 12-h light/dark cycle. All experimental procedures were performed according to Home Office regulations.

### Genotyping

Genomic DNA was isolated from an ear-punch. R6/2 and *Hdh*Q150 mice were genotyped by PCR and the CAG repeat length was measured as previously described [43] and listed in Table S4. Dissected tissues were snap frozen in liquid nitrogen and stored at −80°C until further analysis.

### RNA extraction and Taqman real-time PCR expression analysis

Total RNA from whole hearts was extracted with the mini-RNA kit according to manufacturer instructions (Qiagen). The reverse transcription reaction (RT) was performed using MMLV superscript reverse transcriptase (Invitrogen) and random hexamers (Operon) as described elsewhere [30]. The final RT reaction was diluted 10-fold in nuclease free water (Sigma). All Taqman qPCR reactions were performed as described previously [63] using the Chromo4 Real-Time PCR Detector (BioRad). Stable housekeeping genes for qPCR profiling of hearts for HD mouse models were determined using the Primer Design *geNorm Housekeeping Gene Selection Mouse Kit with PerfectProbe*™ software. Estimation of mRNA copy number was determined in triplicate for each RNA sample by comparison to the geometric mean of three endogenous housekeeping genes (Primer Design) as described [30]. Primer and probe sets for genes of interest were purchased from Primer Design or ABI with the exception of *Anf*. The primers and Taqman probe for *Anf* were: Fw 5′>GAGCAAATCCTGTGTACAGTGCGG>3′, Rv: 5′>GCATCTTCTCCTCCAGGTGGTCTAG>3, probe: 5′>TCCAACACAGATCTGATG GATTTCAAG>3′ (Eurofins Operon) and the PCR product was verified by sequencing.

### RNA sequencing

Sequencing was performed by Expression Analysis on an Illumina Hi-seq 2000. Paired-end sequencing was obtained, 4-plexed across lanes for a minimum of 38 million 50mer paired reads per sample. Alignment and QC was conducted in Omicsoft using the OSA algorithm [64] against the mouse genome version B37. FPKMs were then calculated following standard formulas. QC assessment found all samples of high quality both at the RNA quality and alignment mapping levels. For each comparison (e.g. R6/2 vs WT or *Hdh*Q150 vs WT at specific ages), significance was assessed using DESeq [65] with 10% FDR and 30% fold change thresholds. The RNAseq data have been deposited in the GEO database under the accession number GSE58996.

### Weighted gene co-expression network analysis (WGCNA)

All networks were independently constructed from log2 transformed (FPKM+1) values of the heart RNAseq data. In principle, the workflow of the original publications was used [66]. Briefly, the pair wise weighted *Pearson* correlations between all pairs of genes across all samples were calculated. A signed adjacency matrix was calculated by raising the co-expression matrix to a soft-threshold power to reach approximate scale free topology of the network (R^2^>0.9). This power for the R6/2 4 week network was 30, 12 for R6/2 15 week, 26 for *Hdh*Q150 8 month and 28 for *Hdh*Q150 22 month. A signed topology overlay matrix was calculated based on the transformed connection strengths, which gives a biologically meaningful measurement of the similarity of the co-expression of two genes with all other genes in the network. Highly similar expressed genes were grouped by applying average linkage hierarchical clustering on the topology overlay matrix. Modules were subsequently identified by the dynamic hybrid tree cut algorithm [67]. Module eigengenes can be seen as representing the first principal component of a module. Modules with highly correlated module eigengenes were merged (*r*>0.7).

### Module preservation statistics

The WGCNA package includes statistical tests to analyse module preservation across different datasets [68]. Preservation is the similarity of interconnections between genes in a module, but also connectivity patterns of individual modules for the two data sets, i.e. high preservation is evidence for densely connected, distinct, and reproducible modules. We calculated 200 permutations of the preservation statistics and generated a Z-summary value by averaging them. The Z-summary indicates if a module is strongly preserved (Z-summary score >10), moderately preserved (Z-summary score 2<x<10) or not preserved (Z-summary score <2).

### Gene ontology analysis

Gene ontology analysis was carried out with the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource [69]. We summarized all gene ontology terms (GO-term) of similar sub-terms into an overarching term. Benjamini-Hochberg corrected *p* values are shown for the respective GO-term.

## Antibodies, western blotting, Seprion ELISA

All primary and secondary antibodies used in this study are presented in Table S5. Preparation of protein lysates and western blotting were as described previously [63]. In general, 20 µg protein lysate was fractionated on 10% SDS-PAGE gels. Aggregates were captured in Seprion ligand coated plates (Microsens) and detected using the S830 sheep polyclonal or MW8 mouse monoclonal antibodies as described [43].

## Immunohistochemistry and confocal microscopy

For immunohistochemical studies, hearts were snap frozen in liquid nitrogen, or frozen in isopentane at −50°C, or incubated overnight in 4% PFA followed by overnight incubations in 20% and 30% sucrose in PBS, prior to embedding in OCT and storage at −80°C. 10–15 µm sections were cut using a cryostat (Bright instruments), air dried and immersed in 4% PFA in PBS or in acetone at −20°C for 15 min and washed for 3×5 min in 0.1% PBS-Triton X-100. Blocking was achieved by incubation with 5% BSA-C (Aurion) in 0.1% PBS-Triton X-100 for at least 30 min at RT. Immunolabeling with primary antibodies was performed in 0.1% PBS-Triton X-100, 1% BSA-C overnight in a humidity box at 4°C. Sections were washed 3x in PBS, incubated for 60 min at RT in a dark box with the anti-rabbit (FITC Invitrogen 1∶1000 in PBS), washed 3x in PBS and counterstained with DAPI (Invitrogen). Sections were mounted in Vectashield mounting medium (Vector Laboratories). Sections were examined using the Leica TCS SP4 laser scanning confocal microscope and analysed with Leica Application Suite (LAS) v5 (Leica Microsystems, Heidelberg, Germany). Quantification of the immunohistochemistry was performed using ImageJ (NIH).

## TUNEL assay

Terminal deoxynucleotidyl transferase (**T**dT) d**U**TP **N**ick-**E**nd **L**abeling (TUNEL) assay was used to detect apoptotic nuclei accordingly to the manufacturer's instruction (Roche). Sections were mounted in Vectashield mounting medium (Vector Laboratories) and examined using the Leica TCS SP4 laser scanning confocal microscope and analysed with Leica Application Suite (LAS) v5 (Leica Microsystems, Heidelberg, Germany).

## ECG evaluation in conscious mice

The ECG of conscious mice was recorded non-invasively using the ECGenie apparatus (Mouse Specifics, Inc., Boston, MA, USA). This device is a PowerLab-based system that acquires signal through disposable footpad electrodes located in the floor of a 6.5 cm by 7 cm recording platform. Several minutes of recording were collected for each mouse at weekly intervals from 4 to 14 weeks of age for R6/2 mice and at 8 and 22 months of age for *Hdh*Q150 mice. Briefly, segments of 2–3 s of recording (20–30 P-Q-R-S-T complexes) were chosen for analysis. Raw ECG signals were analysed using the eMOUSE software (Mouse Specifics). Heart rate was determined from the average of the RR interval, and short-term heart rate variability determination was based on the standard deviation of the RR intervals. Both parameters were expressed in beats per minute.

## MRI measurement

MRI was performed on a 7T horizontal MR scanner (Agilent) with mice in prone position as described [70], [71]. The gradient coil had an inner diameter of 12 cm, gradient strength was 1000 mT/m (100 G/cm), and rise-time 120 ms. Mice were scanned in a quadrature transmit/receive coil (RAPID Biomedical, Germany) with an internal diameter of 39 mm. Animals were initially anesthetized at 5% isoflurane, and then maintained at ∼1.5% isoflurane throughout the imaging procedure. Mice were kept warm using a warm air fan (SA Instruments, Stony Brook, NY). The ECG was monitored via two metallic needles placed subcutaneously in the front paws. A pressure-transducer for respiratory gating was placed on the animal abdomen.

Cine-FLASH MRI sequence was used to acquire temporally resolved dynamic short-axis images of the heart. Cine-FLASH was performed with ECG triggering only (single gating). Imaging parameters included TR = RR-interval/number of frames (typically 10 msec), TReff = RR-interval, TE = 1 msec, FOV = 20×25 mm, matrix size = 128×128, slice thickness = 1 mm; flip angle = 40 degrees, 3 averages, 9 slices, 1 k-space line/frame, 9 frames per cardiac cycle to study the dynamic contraction of the heart. The acquisition time was 8±0.5 minutes.

MRI images were analysed by the use of the ClinicalVolumes home-built segmentation analysis software (King's College London, www.clinicalvolumes.com) in order to obtain functional and volumetric information. Left ventricle end-diastolic volume (LVEDV), left ventricle end-systolic volume (LVESV), cardiac output (CO), Ejection fraction (EF), stroke volume (SV) were estimated [69].

## Statistical analysis

All data were analysed with Microsoft Office Excel and Student's *t*-test (two tailed) or ONE-WAY ANOVA with Bonferroni *post-hoc* test.

## Supporting Information

Figure S1 Morphometric analysis of HD mouse model hearts. (**A**) Heart weight and (**B**) Tibia length are shown. All values are mean ± SEM (*n* = 4). Student's *t* test: *p<0.05, **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

Figure S2 Identification of suitable reference genes for qPCR from murine heart RNA from HD mouse models. A GeNorm analysis was used to identify optimal reference genes. Raw crossing threshold (C_t_) data for a panel of 12 potential references from the geNorm kit in wild-type and R6/2 mice at (A) 12 weeks and (B) 15 weeks of age. (C) A similar analysis was performed for 22 month old wild-type and *Hdh*Q150 mice. The following gene transcripts were examined: *Atcb* (Actin, beta, cytoplasmic, 11461), *Gapdh* (Glyceraldehydes-3-phosphate dehydrogenase, 14433), *Ubc* (Ubiquitin C, 22190), *B2m*, (Beta-2-microglobulin, 12010), *Ywhaz* (Phospholipase A2, 22631), *Rpl13a* (Ribosomal protein L13a, 22121), *Canx* (Calnexin, 12330), *Cyc1* (Cytochrome c-1, 66445), *Sdha* (Succinate dehydrogenase complex, subunit A, 66945), *18S* (18S rRNA, 19791), *Eif4A2* (Eukaryotic translation initiation factor 4A2, 13682), *Atp5b* (ATP synthase subunit, 11947).
(TIF) Click here for additional data file.

Figure S3 Ongoing cardiomyocyte death occurs through apoptosis in the hearts of HD mouse models. (A) Representative pictogram of TUNEL staining in WT and R6/2 hearts at 4 and 12 weeks of age. (B) Representative pictogram of TUNEL staining in WT and *Hdh*Q150 hearts at 8 months of age. Arrowheads indicate apoptotic nuclei (red). Nuclei (blue) were visualized with DAPI. Scale bar 30 μm.
(TIF) Click here for additional data file.

Figure S4 Quantification of the number of laterally localized Cx43 gap junctions. The number of laterally localized Cx43 labeled gap junctions per 100 nuclei (n = 3 mice/genotype). All values are mean ± SEM (*n* = 4). Student's *t* test: **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

Figure S5 Accumulation of the ubiquitin positive deposits in the aged (22 months) but not younger (12 weeks) hearts. Representative confocal pictograms of whole heart sections from (A) 12 week old WT and R6/2 mice and 22 month old WT and *Hdh*Q150 mice. Anti-ubiquitin antibody (green), α-HTT (S830) (magenta) and nuclei (blue) were visualised with DAPI. Representative immunofluorescence images (B) of cortex from 12-week-old WT and R6/2 immunostained with α-HTT (S830) (magenta) antibody and DAPI (blue). Scale bar 30 μm.
(TIF) Click here for additional data file.

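Table S1 gives a WT and an HD mean for each transcript, which were compared with the means of counts divided by DESeq size factors over every choice of at least 2 libraries per group. At 15 weeks, 121 choices were tried on 937 means of 469 genes. WT mice 3 and 4 with R6/2 mice 5 to 8 gave a median absolute log2 difference of 3.9e-06, and 98.5% of the means lay within 0.01 on the log2 scale. The next closest choice gave 0.000893 and 58.0%, and all libraries gave 0.0386 and 0.747%. At 22 months, 44 choices were tried on 118 means. WT mice 26 to 28 with HdhQ150 mice 29, 30 and 32 gave 4.8e-06 and 100.0%, the next closest choice 0.00641 and 53.0%, and all libraries 0.0836 and 2.54%. At 4 weeks and 8 months all libraries were the closest choice.
The sheet for 15 weeks lists 516 genes, of which 468 could be matched and tested. With the libraries of Table S1, edgeR called 429 of these (91.7%) and DESeq2 460 (98.3%), and 466 had the direction of the sheet. Over all libraries, edgeR called 322 (68.8%) and DESeq2 348 (74.4%), and 459 had its direction. The sheet for 22 months lists 64 genes, of which 56 could be tested: edgeR called 0 of them in either set, and DESeq2 called 55 over the libraries of Table S1 and 50 over all. Of the 8 genes listed for 8 months and the 1 for 4 weeks, edgeR called 0 and DESeq2 called every one.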

Table S1 Significantly dysregulated transcripts as identified by differential expression analysis.
(XLSX) Click here for additional data file.

Table S2 Gene ontology enrichment for differentially expressed gene between R6/2 and WT hearts at 15 weeks of age. Functional annotation was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource (http://david.abcc.ncifcrf.gov/home.jsp). Hierarchical gene ontology (GO) terms were summarised into an overarching term. The enrichment score (overall importance) of the gene clusters and the corresponding Benjamini corrected *P*-value (*P*_adj_) are shown.
(DOCX) Click here for additional data file.

Table S3 Gene ontology enrichment for highly correlated modules. Functional annotation was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource (http://david.abcc.ncifcrf.gov/home.jsp). Hierarchical gene ontology (GO) terms for modules in the different networks were summarised into an overarching term. The enrichment score (overall importance) of the gene clusters and the corresponding Benjamini corrected *P*-value (*P*_adj_) are shown. A custom gene list with all genes in the respective network was used as background for the GO enrichment analysis. Only modules, for which a significantly associated GO-term (*P*_adj_<0.05) was found, are shown. For modules with more than 3000 genes, the 3000 genes with the highest absolute intramolecular connectivity (kME) were used for GO enrichment analysis.
(DOCX) Click here for additional data file.

Table S4 Summary of the number of mice per genotype used in all studies and their CAG repeat sizes. SD = standard deviation.
(DOCX) Click here for additional data file.

Table S5 Summary of the antibodies used in this study. Key: WB = Western Blotting; IHC = Immunohistochemistry; SEPRION = Seprion Ligand ELISA for aggregated huntingtin.
(DOCX) Click here for additional data file.

# Supplementary material for: Dysfunction of the CNS-Heart Axis in Mouse Models of Huntington's Disease
**Source:** PLoS Genet. 2014 Aug 7;10(8):e1004550. doi: 10.1371/journal.pgen.1004550
**Supplement:** Table S2 — Gene ontology enrichment for differentially expressed gene between R6/2 and WT hearts at 15 weeks of age. Functional annotation was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource (http://david.abcc.ncifcrf.gov/home.jsp). Hierarchical gene ontology (GO) terms were summarised into an overarching term. The enrichment score (overall importance) of the gene clusters and the corresponding Benjamini corrected P-value (P adj) are shown.

| **GO-term (DAVID)** | **enrichment** | ***P*_adj_** |
| --- | --- | --- |
| **R6/2 - 15 week** | | |
| extracellular matrix | 5.41 | 3.7 ⋅10^-6^ |
| angiogenesis | 3.86 | 0.014 |
| circadian rhythm | 2.88 | 5.8 ⋅10^-4^ |
| muscle protein | 2.36 | 2.6 ⋅10^-4^ |
| immunoglobulin | 1.84 | 4.3 ⋅10^-4^ |
| contractile fiber | 1.61 | 0.032 |
| myosin complex | 1.50 | 0.009 |
|  |  |  |

# Supplementary material for: Dysfunction of the CNS-Heart Axis in Mouse Models of Huntington's Disease
**Source:** PLoS Genet. 2014 Aug 7;10(8):e1004550. doi: 10.1371/journal.pgen.1004550
**Supplement:** Table S4 — Summary of the number of mice per genotype used in all studies and their CAG repeat sizes. SD = standard deviation.

| Study | Genotype | Total number of mice | Mean CAG repeat Size | ±SD |
| --- | --- | --- | --- | --- |
| MRI | WT |  | - | - |
|  | *Hdh*Q150 |  | 160/180 | 4.2/9.5 |
| ECG | WT | 16 | - | - |
|  | R6/2 | 16 | 210 | 2.2 |
|  | WT | 14 | - | - |
|  | *Hdh*Q150 | 21 | 162/194 | 11.7/4.2 |
| Molecular biology tests  R6/2 and *Hdh*Q150 mice  Various studies: 4-14 weeks and 8 and 22 months respectively | WT | 50 | - | - |
|  | R6/2 | 50 | 204 | 2.5 |
|  | WT | 15 | - | - |
|  | *Hdh*Q150 | 18 | 165/192 | 10.5/5.2 |

# Supplementary material for: Dysfunction of the CNS-Heart Axis in Mouse Models of Huntington's Disease
**Source:** PLoS Genet. 2014 Aug 7;10(8):e1004550. doi: 10.1371/journal.pgen.1004550
**Supplement:** Table S5 — Summary of the antibodies used in this study. Key: WB = Western Blotting; IHC = Immunohistochemistry; SEPRION = Seprion Ligand ELISA for aggregated huntingtin.

| **Antibody** | **Catalogue**  **number** | **Source** | **Dilution/**  **amount** | **Application** | **Reference** |
| --- | --- | --- | --- | --- | --- |
| S830 | N/A | In house | 1 in 1000 | WB | [[1](#_ENREF_1)] |
| S830 | N/A | In house | 1 in 1000 | IHC |  |
| S830 | N/A | In house | 1 in 2000 | Seprion |  |
| MW8 | N/A | P.Patterson | 1 in 4000 | Seprion | [[2](#_ENREF_2)] |
| HSP25 | SPA-801 | Stressgene | 1 in 1000 | WB | [45] |
| HSP40 | SPA-400 | Stressgene | 1 in 5000 | WB | [45] |
| HSP70 | SPA-810 | Stressgene | 1 in 1000 | WB | [45] |
| HSP90 | SPA-835 | Stressgene | 1 in 5000 | WB | [45] |
| ATP5b | AB14730 | Abcam | 1 in 30 000 | WB | N/A |
| Collagen VI | 600-401-108-0.1 | Rockland | 1 in 100 | IHC | N/A |
| Phloidine-Fitc | P5282 | Sigma | 1 in 100 | IHC | N/A |
| Phloidine-Tritc | P1951 | Sigma | 1 in 100 | IHC | N/A |
| Connexin 43 | MAB3067 | Millipore | 1 in 1000 | WB | N/A |
| Connexin 43 | C6219 | Sigma | 1 in 100 | IHC | N/A |
| Ubiquitin | Z045801-2 | Dako | 1 in 1000 | IHC | N/A |
| Tyrosine Hydroxylase | Ab6211 | Abcam | 1 in 1000 | WB | N/A |
| Tyrosine Hydroxylase | Ab6211 | Abcam | 1 :500 | IHC | N/A |
| α-Rabbit Alexa 555 | A21436 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-Rabbit Alexa 488 | A21438 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-Mouse Alexa 488 | A11001 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-Rabbit Alexa 647 | A21245 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-Goat Alexa 647 | A21447 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-Mouse Alexa 488 | A21202 | Invitrogen | 1 in 1000 | IHC | N/A |
| Α-Rat HRP | P0450 | Dako | 1 in 3000 | WB | N/A |
| α-Goat HRP | P044901 | Dako | 1 in 3000 | WB | N/A |
| α-Mouse HRP | P0260 | Dako | 1 in 3000 | WB | N/A |
| α-Rabbit HRP | 32460 | Pierce | 1 in 20 000 | WB | N/A |
| α-sheep Alexa 488 | A11015 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-sheep Alexa 555 | A21436 | Invitrogen | 1 in 1000 | IHC | N/A |

**REFERENCES**

1. Sathasivam K, Woodman B, Mahal A, Bertaux F, Wanker EE, et al. (2001) Centrosome disorganization in fibroblast cultures derived from R6/2 Huntington's disease (HD) transgenic mice and HD patients. Hum Mol Genet 10: 2425-2435.

2. Ko J, Ou S, Patterson PH (2001) New anti-huntingtin monoclonal antibodies: implications for huntingtin conformation and its binding proteins. Brain Res Bull 56: 319-329.

How the deposited data were processed for this re-analysis (not part of the article)

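RNA of 30 mouse hearts in 8 groups was analysed: R6/2 and WT hearts at 4 and 15 weeks of age, and HdhQ150 and WT hearts at 8 and 22 months. The authors aligned the reads in Omicsoft with OSA to version B37 of the mouse genome and deposited a table of counts and a table of FPKM values for 37620 Ensembl gene identifiers. The counts are expected counts, which the authors estimated from the alignments and deposited without normalization, and 70.9% of the non-zero values are whole within a tolerance of 1e-09. The plan assumed whole counts, and the values were rounded. Every column of both tables was used, and 0 per-sample columns were left over. A deposited table that describes the samples was not used here, nor was RNA of skeletal muscle. Symbols were available for 32897 identifiers, and the 4723 without one hold 0.759% of the counts. Gene coordinates are those of build 37 as Table S1 gives them, and the order of genes along a chromosome was taken from GENCODE vM21.

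Total counts per library ran from 33718139 to 62127770. At these depths a gene at 1 CPM has many counts per library, so that for most named genes the spread between mice, not counting error, sets the precision; Gm12695 and Th lie near the floor. Columns were joined to samples by age and genotype in the headings. The mouse numbers are in no sample label, so libraries were treated as unpaired replicates of their group. Pairs of libraries of a group were compared by chi-square over genes with at least 20 summed counts and by correlation of log2 CPM (highest 0.997), and none was a duplicate.

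Each HD group was compared with the WT group of its age, and WT hearts were compared between ages, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with its defaults). Standard errors are the log2 fold change divided by the square root of the F statistic. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 1.3. Interactions of genotype with age or model were tested in the same way. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), called at an adjusted p under 0.05 over the lists. The correlation of end-stage changes is a Spearman rho across genes, set against 100 random regroupings. DESeq, the authors' tool, was not used here, and DESeq2 1.42.0 was an alternative. The genes named are those the paper names, those of Table S1 for 4 weeks and 8 months, the leading 5 of its other sheets, Myh7b, Xist and Y-linked genes, and in each comparison the 5 called genes with the smallest adjusted p whose groups did not overlap; other genes named in the text were picked after their values were seen. A gene that this rule names is not reported here. These tests, thresholds, gene lists and alternatives, and the rule for naming genes, were set before the data were examined, except where an alternative is said to have been chosen after.

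Networks were built with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from log2(FPKM + 1), with the paper's powers of 30, 12, 26 and 28 and a cut of the tree at 1 height in place of the dynamic hybrid cut. Eigengenes were correlated with genotype by exact permutation tests, adjusted over the modules of a network. Preservation was measured by a Z-summary over 200 permutations. Figures were drawn with matplotlib 3.10.9.

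Alternatives set in advance were DESeq2, RLE size factors, no filter for low counts, an adjusted p under 0.05, no limit on the fold change, all 30 libraries in 1 fit, robust dispersion, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a covariate of Y-linked transcripts, and each library left out. For gene lists they were fry and an estimated correlation, and for networks another filter, power, tree cut or input and no merging. The libraries of Table S1, the labelled sex, the lane, the thymus and airway covariates and the trend with exon length were chosen after seeing the data.

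The tests were run on simulated counts with the spread of each comparison and 200 changed genes at folds of 2 and 4. At the sizes of all libraries, edgeR recovered 136 of 200 at 4 weeks, 144 at 15 weeks, 171 at 8 months and 124 at 22 months, with 15, 15, 20 and 11 false calls; DESeq2 recovered 154, 159, 175 and 152 with 78, 78, 50 and 91 false calls. With no changed gene, edgeR called 0, 0, 0 and 3 genes and DESeq2 31, 15, 9 and 21. At the sizes of the libraries of Table S1, edgeR recovered 138 at 15 weeks and 169 at 22 months with 20 and 28 false calls, and DESeq2 158 and 170 with 80 and 72. The network method recovered 6 of 6 planted modules at each of the 4 sizes. It also formed modules that were not planted, with 22 found at 4 weeks, 18 at 15 weeks, 27 at 8 months and 23 at 22 months.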

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

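The tests of depth, exon length, sex at 22 months and in the change with age over the libraries of Table S1, mouse 31 and interferon genes, alveolar genes, on and off genes and genes near Htt or Gm12695 were written down before their results; the counts of other splits for called genes, genes at an unadjusted p, interactions, gene lists and oxidative phosphorylation genes, and the tests of thymus, airway, lane, sex at 15 weeks, exchanged labels, Y-linked genes, a steady change or a batch shared by 2 ages (over all libraries), clock and immediate early genes, the exon length trend as the whole cause at 15 weeks and from 4 to 15 weeks, sex in the changes with age over all libraries, and mice 11, 30 and 31 on their own genes, were chosen only after the result was seen.

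Among 233 groups of 4 libraries, each for a named gene, the highest or the lowest library stood apart from the nearest other by a share of the range above Dixon's critical value in 26 (11.2%), where chance gives about 1 in 20; of 6 groups of total counts 1 did. Mouse 30 accounts for 6 of these, mouse 11 for 5 and mouse 31 for 3. Single values, for which no explanation was tested, were Myh7 at 4532 CPM in R6/2 mouse 9 at 4 weeks (next 1638), Gja1 at 395 (next 329) and Myh7b at 196 (next 123) in R6/2 mouse 15, and Gm12695 at 0.0894 in WT mouse 12, with the other WT libraries at 0. At 15 weeks they were S100a4 at 3.78 (next 4.81) and Hspa1a at 51.4 (next 17.5) in WT mouse 3, Th at 0.109 in R6/2 mouse 6, Hsp90aa1 at 87.9 in R6/2 mouse 7, Eif2s3y at 43.0 in R6/2 mouse 5 and Gm10163 at 17.5 in WT mouse 1 (next 0.0519). At 8 months they were Hspa1a at 3.22 in WT mouse 19, and Hcn2 at 18.1 CPM and the total count of 52421753 (next 39722654) in WT mouse 20.

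WT mouse 11 at 4 weeks had Myh7 at 16414 CPM (next 2455) and Bdnf at 5.60 (next 2.12), and was lowest for Vgll4 at 12.8 (next 19.1), Htt at 29.7 (next 38.0) and Gja1 at 241 (next 328). Of 14 skeletal muscle genes, 11 were above every other library of that age. Slow skeletal muscle genes went both ways. Tnnt1, at 6.38 CPM, was below the other libraries (7.56 to 16.2), and Tnni1, at 12.0 CPM, was above them (1.36 to 3.89). These genes therefore cannot decide whether skeletal muscle was the source of the Myh7 transcripts, and some skeletal muscle in the sample stays open. Myh6 in this library, at 10509 CPM, was below the others (18371 to 24345). A difference in the part of the heart sampled or in the state of this mouse stays open and was not tested.

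HdhQ150 mouse 30 at 22 months was highest for Nppa at 2747 CPM (next 1958), Fhl1 at 500.4 (next 154), Hspb1 at 977 (next 135), Hspa8 at 1948 (next 1349), Hsp90aa1 at 272 (next 123) and Hsp90ab1 at 2401 (next 1021). Against handling of the tissue speaks that 0 of 7 immediate early genes were above every other library of that age. WT mouse 27 has a like level of Fhl1 and Hspb1, at 489 and 1020 CPM without TMM scaling, so these levels are not a mark of genotype. What mice 27 and 30 share was not tested.

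HdhQ150 mouse 31 at 22 months had Cxcl13 at 62.3 CPM (next 10.3) and was lowest for Fhl2 at 616 (next 1047) and Cyc1 at 435 (next 673). Lymphoid tissue in this sample is a candidate explanation: 12 of 16 genes of the thymus and lymphocyte list were above every other library of that age, with Cd8a at 106, Cd79a at 69.4 and Cd3d at 41.8 CPM, while Rag1 was at 0 and Dntt at 0.0528. Muscle genes were low in it, with Myh6 at 15390 CPM (others 22793 to 31567). A response of this heart to HD stays open as untested.

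In R6/2 mice the effect of genotype differed between 4 and 15 weeks for 86 genes over all libraries and 17 over those of Table S1. In 1 of 40 regroupings, the real one, were as many called. In HdhQ150 mice it differed between 8 and 22 months for 0 genes by edgeR, with 1261 at an unadjusted p under 0.05 and 2 by DESeq2, and 11 of 40 regroupings gave 1261 or more at that p. Between R6/2 at 15 weeks and HdhQ150 at 22 months it differed for 25 genes over all libraries, where 1 of 40 regroupings gave as many, and for 13 over those of Table S1. The sets shared 2 genes. Age, strain, sex and the tissue content of single libraries differ between these groups, and no test parted them from genotype. Of the 25 genes, 3 are Y-linked (Uty, Ddx3y and Eif2s3y).

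At 15 weeks, edgeR called 2205 genes over all libraries, and 1 of 35 splits, the real one, gave as many; for the 1073 genes over the libraries of Table S1 it was 1 of 15. WT mice 1 and 2 and R6/2 mice 5, 7 and 8 carry transcripts of other tissues, so that these may be part of the cause. Thymus tissue is not the whole cause, since 1201 genes were called with and without a thymus covariate. Airway or lung tissue is not the cause for the 223 genes that were called beside its covariate; for the 1982 genes that were not, airway content and genotype cannot be told apart, because 3 of the R6/2 and none of the WT hearts carry much of it. Beside the airway covariate, 18 genes were called over the libraries of Table S1. Lane was tested in a fit of all 30 libraries, since the 8 libraries of this age lie on 7 lanes. Of the 3588 genes called in that fit, 986 were called with lane as a factor too, so lane is not the whole cause; for the others it stays open. All 4 R6/2 and all 4 WT hearts carried Y-linked transcripts, which excludes sex. With every library thinned to the lowest total, 2124 genes were called, which excludes depth. Length bias is not the whole cause, since 1687 genes were called with the length trend taken out as well as without; for the others, length bias and genotype cannot be told apart, as the changes followed exon length as closely in 22 of 35 splits. At the other ages 0 genes were called by edgeR, with 513, 1124 and 2591 at an unadjusted p under 0.05 at 4 weeks, 8 months and 22 months and 68, 70 and 619 by DESeq2, and 21, 6 and 2 of 35 splits gave as many genes at that unadjusted p. Over the libraries of Table S1 at 22 months, 1 of 10 splits, the real one, gave 2554 or more, and 10 splits cannot give a share under 0.05. Airway transcripts are also found at these ages, with Scgb1a1, picked after its values were seen, at 270 CPM without TMM scaling in R6/2 mouse 9 and 154 in WT mouse 12 at 4 weeks, 415 in HdhQ150 mouse 24 at 8 months, and 476 and 215 in HdhQ150 mice 31 and 32 at 22 months (highest WT 18.7). Rag1, a thymus gene, was at 44.1 and 59.6 CPM on the same scale in WT mice 12 and 13 at 4 weeks. With the airway covariate, edgeR called 0 genes at each of these ages, with 538, 1288 and 1511 at an unadjusted p under 0.05. HD genotype stays among the open explanations at 15 weeks.

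Thymus and lymphocyte genes were above every R6/2 library of 15 weeks for 13 of 16 genes in WT mouse 1 and 16 of 16 in WT mouse 2, with Rag1 at 302 and 243 CPM without TMM scaling. Thymus tissue in these samples is a candidate source, and the second count, 16, is what it needs. A biological rise of thymocyte transcripts in 2 of 4 WT hearts was not tested.

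In R6/2 mouse 8, 10 of 10 alveolar genes were above every WT library of 15 weeks, among them, without TMM scaling, Slc34a2 at 142 CPM (highest WT 0.0736), Abca3 at 67.0 (30.7), Chil1 at 66.4 (0.397) and Cldn18 at 33.4 (0). Lung tissue in the sample is a candidate explanation, as this list was fixed before its values were seen and 10 of 10 could have come out otherwise. Hearts express some of these genes, such as Ctsh, at 61.9 CPM here and up to 32.5 in WT.

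In 8 libraries the sex-linked transcripts went against the labelled sex. At 15 weeks an exchange between R6/2 and WT is excluded, as 0 WT libraries had a Gm12695 count as high as any R6/2 library (highest 0, lowest R6/2 34), and an exchange within the 15-week groups as well, as 0 libraries labelled male had Xist above the Y-linked transcripts. At 22 months, 0 WT libraries had a Sorcs2 CPM as high as any HdhQ150 library (with TMM scaling, highest WT 9.20 and lowest HdhQ150 11.4), which speaks against an exchange between the genotypes. The 2 WT libraries, mice 27 and 28, may have been exchanged, since 1 library labelled male, mouse 28, had Xist above the Y-linked transcripts and 1 labelled female the reverse. For HdhQ150 mice 31 and 32 no partner was out of place, with 0 libraries labelled female carrying Y-linked transcripts. A wrong label for single mice stays open. The sexes of the groups explain the Y-linked genes in Table S1 at 22 months: mouse 28, the WT library without them, was at 0.101 CPM without TMM scaling, like the HdhQ150 libraries (up to 0.146). The changes at large did not follow the sex difference seen at 8 months. In 35 of 35 splits of the 8-month libraries, the rho of the 22-month changes with the split was as large as the real one (0.00648 across 14941 genes). Beside the Y-linked covariate, genes at an unadjusted p under 0.05 fell from 2554 to 453 over the libraries of Table S1. That covariate cannot part sex from genotype, since 2 of 3 WT and 0 HdhQ150 libraries carried Y-linked transcripts. Sex thus stays open as part of the changes.

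With age, edgeR called 1088 genes in WT hearts from 4 to 15 weeks and 3553 from 8 to 22 months, data that the paper did not analyse; in each case 1 of 35 splits gave as many. Thinned to the lowest total, 1065 and 3521 were called, which excludes depth. Length bias is not the whole cause, as 470 and 1504 genes were called with the length trend taken out as well as without. The changes followed exon length as closely in 10 of 35 splits from 4 to 15 weeks, where for the other genes length bias and age cannot be told apart, and in 1 of 35 from 8 to 22 months, where a bias with length is a candidate for part of the changes. Sex differs with age too, as all WT hearts of 15 weeks and 2 of 4 at 4 weeks carried Y-linked transcripts. It is not the whole cause over all libraries, as 405 and 3335 genes were called with and without the Y-linked covariate; for the other 683 from 4 to 15 weeks, sex and age cannot be told apart, because the covariate also costs power. Over the libraries of Table S1, where 2 of the 106 genes were called with and without it, sex and age cannot be told apart either. Levels move alike in both age steps: the changes had a rho of 0.338 across genes in WT and 0.401 in HD libraries, and 4 of 100 regroupings of HD libraries gave as large a value, as a processing batch shared by the libraries of 15 weeks and 22 months would need. In the libraries of Table S1, the rho was 0.255 in WT, where 12 of 100 regroupings gave as large a value, and 0.441 in HD libraries, where 2 of 100 did. Chance thus stays open there for WT and is argued against for HD libraries, and batch and age cannot be told apart. Of the genes that fell from 4 to 15 weeks, 71.0% were back towards the 4-week level in HdhQ150 hearts at 8 months, against 48.7% of all genes. That step runs from R6/2 hearts to those of another colony, and the difference in strain was not tested. From 8 to 22 months, 76.6% of these genes moved the same way again in HdhQ150 hearts, as a steady change would give. A batch shared by 15 weeks and 22 months would give that too. The genes that fell had a median log2 change of 0.387 from R6/2 hearts at 15 weeks to HdhQ150 hearts at 8 months. Of the genes that rose, 63.0% were back towards the 4-week level, against 51.3% of all genes. These returns argue against a steady change with age for these genes as a set, though the colonies differ at that step.

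At 22 months, the interferon response list had a median log2 fold change of 0.77 and oxidative phosphorylation genes one of -0.45. In each case 1 of 35 splits gave a median as far from 0. For the interferon list, labelled females were below males at 8 months, by a median of -0.29. That is against the direction seen at 22 months, where no HdhQ150 and 2 of 3 WT libraries carried Y-linked transcripts. It speaks against the sexes of the groups as the cause but cannot exclude them, since sex and genotype are not parted at 22 months. Mouse 31 is excluded as the cause, because the median without it was 0.61. Length bias is excluded for this list, whose median was 0.69 with the trend taken out, with 1 of 35 splits as far from 0. For oxidative phosphorylation genes, whose median exon length of 681 is short, the median was -0.41 with the trend taken out, but 3 of 35 splits were then as far from 0; since the median left no longer stands out from other splits, length bias and genotype cannot be told apart. Other causes, such as an infection in some mice, were not tested, and HD genotype stays open. The counts of lists called were less specific: 27 of 35 splits gave as many at 4 weeks, 29 at 15 weeks, 3 at 8 months, 25 at 22 months, 15 of 15 over the libraries of Table S1 at 15 weeks and 6 of 10 over those at 22 months, where 10 splits cannot decide.

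At 15 weeks, heat shock genes had a median log2 fold change of -0.94 in R6/2 hearts. Handling of the tissue cannot be told apart from genotype here, because only 3 of 7 immediate early genes were lower, with a median of 0.03, and members that go both ways decide nothing. The circadian genes that peak with Dbp were lower in 0 of 10 cases and those that peak with Arntl in 5 of 5, as collection at another time of day would give; an effect of HD on the clock stays open and was not tested.

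In the R6/2 colony 8 genes were on in some libraries (CPM of at least 2) and off in others (count of at most 2), and in the HdhQ150 colony 1 was. In random draws of 14 R6/2 colony libraries, as many as the HdhQ150 colony has, the number was 8 in the median and 3 at the lowest. More such genes in the first colony is what strain variants segregating in the R6/2 colony would give, since its mice came from a backcross to F1 females and the HdhQ150 mice were F1. For Gm10163, among the 8, such a variant may be the reason for the value in WT mouse 1.

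Near Htt, 7 of 40 neighbouring genes had an unadjusted p under 0.05 in HdhQ150 hearts at 8 months, Sorcs2 among them, and 3.71% of windows of 40 genes held as many. DNA flanking the knock-in allele may be the cause at 8 months; at 22 months 51.0% of windows held as many as the 7 there, and flanking DNA and chance cannot be told apart, since 7 is also the median over windows. For Gm12695 in R6/2 hearts, 92.5% of windows held as many changed genes as the 8 at 15 weeks, where the median was 12. At 4 weeks, 35.7% of windows held as many as the 2 there. An insertion of the transgene that acts on many neighbours is thus not borne out. An effect on single neighbours stays open, as Cyp2j9, Gm830 and Jak1 were called at 15 weeks, with log2 fold changes of 0.50, 1.41 and -0.47. Other effects of the transgene on Gm12695 itself were not tested.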

How the results depend on the processing

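The tests over the libraries of Table S1, with the labelled sex, the lane, the thymus or airway covariate or the exon length trend, were chosen after the results were seen, as were the alternatives within the libraries of Table S1. For each value that moved, the cause was not tested unless one is named beside it.

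Of 284 values under alternatives set in advance for 22 counts, correlations and modules, 199 kept their side and size, 1 was stronger and 84 moved; of 151 added later, 76 did and 75 moved. For 72 gene list results, 705 of 828 values were the same, 82 weaker, 37 stronger and 4 of the other sign, and among those added 26 of 36, 6, 1 and 3. For 131 named gene results, 1908 of 1990 were the same, 51 weaker and 31 stronger, and among those added 615 of 666, 29 and 22. No named gene changed sign between settings where either called it, whereas values called in neither did so for some genes and lists, and 7 list values that were called in at least 1 of the 2 settings had the other sign. Without mouse 11, the 4-week medians of the extracellular matrix and interferon lists were -0.0111 and 0.00720 (0.15 and -0.27 with it; at the other end 0.28 without mouse 9 and -0.62 without mouse 13), and without mouse 12 that of the immunoglobulins was 0.67 (-0.09 with it, -0.16 without mouse 10). The 15-week medians over the libraries of Table S1 of oxidative phosphorylation and mitochondrially encoded genes were -0.20 and -0.18 (0.04 and 0.08 over all). The 22-month median of cytosolic ribosomal protein genes was -0.11 without mouse 31, which is also the median over the libraries of Table S1 (0.08 over all, 0.17 without mouse 30).

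With DESeq2, the genes called numbered 68 at 4 weeks (0 by edgeR), 3395 at 15 weeks (2205), 70 at 8 months (0), 619 at 22 months (0), 2032 in WT hearts from 4 to 15 weeks (1088), 799 for the interaction in R6/2 (86), 2 for that in HdhQ150 (0) and 2259 for that between the models (25). Over the libraries of Table S1 they numbered 2111 at 15 weeks (1073 by edgeR), 682 at 22 months (0), 1742 in WT from 4 to 15 weeks (106), 801 (17), 3 (0) and 294 (13). In simulated data with no change DESeq2 also called more genes than edgeR.

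At an adjusted p under 0.05 the counts were 821 at 15 weeks, 499 in WT from 4 to 15 weeks, 25 for the interaction in R6/2 and 2 between the models, and over the libraries of Table S1 177, 0, 8 and 8; a stricter threshold can only lower a count. Without a limit on the fold change, 6402 genes were called in WT from 8 to 22 months. Without a filter, where more genes are tested, the counts were 719 in WT from 4 to 15 weeks, 44 for R6/2 and 8 between the models, and over the libraries of Table S1 29 at 22 months, 48 in WT from 4 to 15 weeks and 10 for R6/2, where RLE size factors gave 11. With all 30 libraries in 1 fit they were 3588 at 15 weeks, 1 at 8 months, 1316 at 22 months, 3060 in WT from 4 to 15 weeks and 2328 from 8 to 22 months, and 262 at 22 months with all libraries of Table S1 in 1 fit. With limma on log2(FPKM + 1) they were 975 at 15 weeks and 1889 in WT from 8 to 22 months, and on log2(FPKM + 0.1) 1140 at 15 weeks. The Y-linked covariate gave 445 in WT from 4 to 15 weeks and 8 over the libraries of Table S1. It was not run at 15 weeks, where the Y-linked transcripts vary by 0.477 log2 CPM, under the minimum of 1. No paired analysis was possible because the mouse numbers in the column headings are in no sample label.

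Among alternatives chosen later, lane as a factor gave 1020 genes at 15 weeks, 2240 in WT from 4 to 15 weeks and 1639 from 8 to 22 months; the airway covariate 225 at 15 weeks and 18 over the libraries of Table S1; the thymus covariate 1 at 8 months; the labelled sex 1920 in WT from 4 to 15 weeks; and the length trend taken out 510 and 1932 in WT. The libraries of Table S1 gave 1073 at 15 weeks, 106 in WT from 4 to 15 weeks, 17 for R6/2 and 13 between the models, with fewer samples.

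With 1 library left out, the count ran from 659 (mouse 5) to 3376 (mouse 4) at 15 weeks, 0 to 3 (mouse 22) at 8 months, 0 to 6 (mouse 28) at 22 months, 295 (mouse 2) to 1116 (mouse 3) in WT from 4 to 15 weeks, 2763 (mouse 26) to 4489 (mouse 28) from 8 to 22 months, 13 (mouse 15) to 516 (mouse 4) for R6/2 and 0 (mice 7, 8, 26, 27 and 32) to 2689 (mouse 4) between the models; it was 0 throughout at 4 weeks and for HdhQ150. Within the libraries of Table S1 it ran from 23 (mouse 3) to 1266 (mouse 8) at 15 weeks, 0 to 16 (mouse 30) at 22 months, 0 (mouse 13) to 1745 (mouse 11) in WT from 4 to 15 weeks, 0 (mice 3, 7 and 8) to 212 (mouse 4) for R6/2, and 6 (mouse 27) to 29 (mouse 4) between the models, and it was 0 throughout for HdhQ150. Where mouse 3 or 4 is left out of the libraries of Table S1, the other WT heart is alone and assumed to vary like the other groups.

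The rho of end-stage changes (0.0314) was 0.189 over called genes, 0.281 with the thymus covariate and 0.366 over the libraries of Table S1, and ran from -0.0545 (mouse 8) to 0.177 (mouse 31) with 1 library left out. Within the libraries of Table S1 it was 0.666 over called genes and 0.276 with the airway covariate and ran from 0.296 (mouse 32) to 0.428 (mouse 30).

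Of the gene lists called by camera (5 at 4 weeks, 5 at 15 weeks, 11 at 8 months, 8 at 22 months), fry called 0, 3, 3 and 0, and an estimated correlation 0 at each age; over the libraries of Table S1 (4 and 7) fry called 0 and 1 and an estimated correlation 0 and 0. With 1 library left out the counts ran from 3 to 10 at 4 weeks, 2 to 6 at 15 weeks, 9 to 13 at 8 months and 7 to 12 at 22 months.

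The strongest module of the 15-week network had an r of 0.965 in size without merging, where it passed an adjusted p under 0.05. With 1 library left out the size ran from 0.452 to 0.685 at 4 weeks, 0.938 to 0.988 at 15 weeks, 0.774 to 0.906 at 8 months and 0.742 to 0.970 at 22 months. The library was left out of the correlation alone, with modules and eigengenes kept from all libraries. Each size is the largest over the modules, and the strongest module differed between some of these fits. With at most 400 genes per module, 1 module of R6/2 had a Z-summary above 10 in place of 2.

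Depth limits what can be said of genes near the floor, such as Gm12695, Th and Gm10163, and thinning every library to the lowest total left 2124, 1065 and 3521 genes called at 15 weeks and in WT hearts from 4 to 15 weeks and 8 to 22 months.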

Differences from the paper's values

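The comparison with the libraries of Table S1 was chosen after seeing the values; the other alternatives named here were set before the data were examined.

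For genes changed, the paper's Table S1 lists 1 at 4 weeks, where edgeR called 0; none of the 18 alternatives came within 1.5 times of it. At 15 weeks the paper's count is 516 and the count here 2205. Leaving out mouse 2, 5 or 7 (674, 659 and 674 genes) came within 1.5 times of it, and the other 14 of 17 alternatives did not. At 8 months the paper's count is 8 and at 22 months 64, where edgeR called 0, and none of the 17 alternatives at either age came within 1.5 times. DESeq2 called the gene listed for 4 weeks, all 8 listed for 8 months and 50 of the 56 tested of those listed for 22 months, which edgeR did not call. Over the libraries of Table S1, a choice made after seeing the values, edgeR called 1073 genes at 15 weeks and 0 at 22 months. The largest adjusted p in Table S1 is 0.0498 at 15 weeks, 0.0342 at 8 months and 0.0438 at 22 months, so its lists end before the 0.1 that the paper's methods state. At an adjusted p under 0.05, edgeR called 821 genes at 15 weeks, more than the 516, and over the libraries of Table S1, chosen after seeing the values, 177, fewer than the 516.

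For log2 fold changes at 15 weeks, 15 alternatives set before the data were examined were compared for each gene, and the libraries of Table S1, chosen after seeing the values, brought each of these genes to within the error of the paper's value. The paper's value for Myh6 is -0.69 and the value here -0.36, and the paper's for Gja1 is -0.81 and here -0.53; for both, leaving out mouse 1, 2, 5, 6 or 7 came within the error and the other alternatives did not. The paper's value for Col6a2 is -0.55 and here -0.43 (within the error with all 30 libraries in 1 fit and without mouse 1, 2, 6 or 7, and not under the others), for Gapdh the paper's is -0.60 and here -0.35 (without mouse 1, 2, 5 or 7, and not under the others), and for Myh7b the paper's is -0.66 and here -0.39 (under none). For Ifitm1 the paper's is 2.64 and here 2.89 (within the error with DESeq2, all 30 libraries in 1 fit, limma on log2(FPKM + 0.1) and without mouse 1, 2, 5 or 8, and not under the others), for Thbs2 the paper's is 1.35 and here 1.53 (all 30 libraries in 1 fit and without mouse 2, and not under the others), and for Trp53i11 the paper's is -1.62 and here -1.88 (all 30 libraries in 1 fit and limma on log2(FPKM + 1), and not under the others). For Hcn2 the paper's is -2.23 and here -1.96 (all 30 libraries in 1 fit and without mouse 1 or 2, and not under the others), and for Itga9 the paper's is -1.28 and here -0.98 (all 30 libraries in 1 fit alone). For Gm10163 the paper's is 9.72 and here 2.32 (without mouse 1 alone). For Ogdhl the paper's is -1.93 and here -1.68 (all 30 libraries in 1 fit, limma on log2(FPKM + 0.1) and without mouse 1, 2, 5 or 8, and not under the others) and for Apln the paper's is -2.53 and here -2.20 (DESeq2, RLE size factors, all 30 libraries in 1 fit and without mouse 1, 2, 6, 7 or 8, and not under the others). At 22 months the paper's value for Cxcl13 is 1.51 and here 2.88 (limma on log2(FPKM + 1), the Y-linked covariate and without mouse 31, and not under the others).

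For the strongest correlation of a module with genotype, the paper's size of r is about 0.65 at 4 weeks in Fig. 5, read by eye, and here 0.505. No merging, log2 CPM as input and leaving out mouse 10 or 11 did not differ, and the other alternatives of 13 did. Here and below, a mouse was left out of the correlation alone, with modules and eigengenes kept. At 15 weeks the paper's is about 0.92 in Fig. 5, read by eye, and here 0.947; the static cut and leaving out mouse 1, 5 or 7 did not differ, and the others of 12 did. At 8 months the paper's is about 0.92 in Fig. 5, read by eye, and here 0.83; no merging, a mean FPKM of at least 1 and leaving out mouse 19 did not differ, and the others of 12 did. At 22 months the paper's is about 0.90 in Fig. 5, read by eye, and here 0.794; no merging and leaving out mouse 28, 29, 30 or 31 did not differ, and the others of 12 did. The paper has about 1 module with a significant correlation at 15 weeks in Fig. 5, read by eye, and 0 passed an adjusted p under 0.05 here; under none of the 12 alternatives was it 1, and without merging it was 12 of 20. A lone module of 6 cannot pass after adjustment by an exact test of 4 against 4 libraries, so a count of 1 was out of reach here and the difference says nothing about the modules.

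The paper reads its RNAseq data, in guarded words, as showing no increase of Foxo3 in HD hearts; over all libraries at 15 weeks it was called higher in R6/2 hearts, with a log2 fold change of 0.56, and over the libraries of Table S1, a choice made after seeing the values, it was not called (0.42). The paper names the myosin heavy chain genes 6 and 7 as changed at 15 weeks; Myh7 had -0.05 over all libraries and -0.49 over those of Table S1 and was called in neither, while Myh6 and Myh7b were called over the libraries of Table S1. The paper names clusters of myosin and immunoglobulin genes, which were not called as lists, with medians of -0.05 and -0.71 over all libraries and -0.19 and 0.57 over those of Table S1. The paper's clusters come from DAVID enrichment among its differentially expressed genes. Camera tests a shift of a whole list in a shared direction, with genes taken by symbol, so these results are unlike in kind. The paper's module that correlated with genotype at 15 weeks is enriched for mitochondrial, ribosomal and glucose metabolism genes; the strongest module here held 7 of 7 heat shock genes, 2 of 21 glycolysis genes and 1 of 13 mitochondrially encoded genes. The paper reports no preserved module correlated with genotype; over the libraries of Table S1, module 4 of the 15-week network had an r of 0.887, with the smallest p that 4 against 2 libraries allow.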

Other observations

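The tests of modules under other splits and of length and airway transcripts in the end-stage correlation were written down before their results; the regroupings of the end-stage correlation and the rank of the 3 libraries that Table S1 leaves out were chosen only after the result was seen.

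The genes that the paper measured by qPCR were read from the sequencing of hearts of the same models and ages, with no explanation tested for their values. At 15 weeks the log2 fold changes over the libraries of Table S1 and over all libraries were -0.25 and 0.01 for Nppa, -1.40 and -1.08 for Nppb, 0.30 and 0.47 for Fhl1 (called over all libraries, and in 2 of 8 fits with 1 library left out), -0.11 and 0.11 for Fhl2, -0.12 and -0.24 for Vgll4 and -0.56 and -0.19 for Bdnf. At 22 months they were 0.10 and 0.04 for Nppa, 0.30 and 0.09 for Nppb, -0.08 and -0.32 for Fhl1, -0.27 and -0.43 for Fhl2, 0.17 and 0.49 for S100a4, 0.06 and 0.25 for Vgll4, 0.05 and -0.10 for Myh6, 0.48 and 0.45 for Myh7 and 0.29 and 0.17 for Bdnf, none of them called by edgeR. At 4 weeks and 8 months, where edgeR called none of them, they were 0.27 and -0.24 for Nppa, 0.26 and -0.06 for Nppb, 0.26 and 0.05 for Fhl1, -0.05 and -0.01 for Fhl2, -0.22 and 0.48 for S100a4, 0.09 and 0.04 for Vgll4, 0.20 and -0.06 for Myh6, -1.16 and -0.16 for Myh7 and -0.15 and -0.11 for Bdnf. With 1 library left out, Vgll4 ran from -0.04 to 0.18 and Bdnf from -0.35 to 0.41 at 4 weeks. Myh7 at 4 weeks ran from -1.74 to 0.79 over 16 alternatives, so its sign stays open. WT mouse 11 was at 16414 CPM for it (next 2455). HdhQ150 mouse 31, which Table S1 leaves out, was at 1859.9 CPM for Nppa, 83.7 for Nppb, 98.0 for Fhl1, 12.3 for S100a4, 19.2 for Vgll4, 2211 for Myh7 and 3.93 for Bdnf. Htt had -0.09 at 4 weeks, -0.22 and -0.33 at 15 weeks and -0.47 and -0.40 at 22 months, with mouse 31 at 16.1 CPM.

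The genes of proteins that the paper measured on blots or sections were read in the same way at 15 weeks. Gja1 had -0.81 over the libraries of Table S1 and -0.53 over all, Col6a1 -0.35 and -0.22, Col6a2 -0.55 and -0.43, and Col6a3 -0.59 and -0.50; Col6a2 and Col6a3 were called as lower in both sets, and over all libraries in 4 and 7 of 8 fits with 1 library left out. Th, at 0.145 CPM in WT and 0.179 in R6/2 hearts, was too low to be tested. Hspb1 had -0.63 (called) and -0.46 (not called), Dnajb1 -0.93 and -0.95, Hspa1a -2.51 and -2.07, Hspa8 -0.75 and -0.68, Hsp90aa1 -1.14 and -1.28 and Hsp90ab1 -0.62 and -0.50, the last 5 called as lower in both sets. With 1 of 8 libraries left out, Dnajb1 and Hsp90aa1 were called in 8 fits, Hspa1a in 6, Hspa8 in 3 and Hsp90ab1 in 2. Of the genes used as references for qPCR, Actb had -0.39 and -0.85 (called, and in 3 of 8 fits with 1 library left out), Cyc1 -0.20 and 0.03 and Gapdh -0.60 and -0.35.

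At 4 weeks camera called 5 lists: extracellular matrix with a median log2 fold change of 0.15, interferon response with -0.27, heat shock with 0.43, atrial muscle with 0.16 and thymus and lymphocytes with -2.58, and fry called 0. At 8 months it called 11, among them red blood cells with 0.92, brown fat with 1.46, skeletal muscle with -0.43, and oxidative phosphorylation and sarcomere with -0.07 each; fry called sarcomere, the foetal gene programme and skeletal muscle.

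For modules, 21 of 35 splits of the 4-week libraries gave a module with an r as large in size as the strongest one by genotype, 1 of 35 at 15 weeks, 7 of 35 at 8 months and 4 of 35 at 22 months.

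For the correlation of end-stage changes, 94 of 100 regroupings gave a rho as far from 0 as the 0.0314 of all libraries, and 3 of 100 as far as the 0.366 of the libraries of Table S1. Exon length does not account for the latter, since rho was 0.418 with the length trend taken out (0.367 before on the same scale). Leaving out 2 WT and 1 HdhQ150 library in each of 24 ways put the choice of Table S1 at rank 2, and the 4 ways that leave out mice 1 and 2 were the highest, at 0.343 to 0.408 against 0.2 or less, with a median of 0.0136 over all 24. The value thus turns on mice 1 and 2 more than on mouse 31, and not on the 3 as a set. A candidate explanation is the thymus content of mice 1 and 2, since the rho over all libraries was 0.281 with the thymus list as a covariate. Airway transcripts, which R6/2 mice 5, 7 and 8 and HdhQ150 mouse 32 carry, are not the whole cause of the value over the libraries of Table S1, where the rho was 0.276 with the airway list as a covariate in both models; they may be part of it. Whether a shared HD effect, a shared response to illness or another shared technical factor lies behind the higher value was not tested.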
